# Intramembrane proteolysis of an extracellular serine protease, epithin/PRSS14, enables its intracellular nuclear function

**DOI:** 10.1186/s12915-020-00787-3

**Published:** 2020-06-03

**Authors:** Youngkyung Cho, Sang Bum Kim, Jiyoon Kim, An Vuong Quynh Pham, Min Ji Yoon, Jeong Hwan Park, Ki-Tae Hwang, Dongeun Park, Yongcheol Cho, Moon Gyo Kim, Chungho Kim

**Keywords:** Epithin/PRSS14, Regulated intramembrane proteolysis, Transcriptional regulation, Metastasis

## Abstract

**Background:**

Epithin/PRSS14, a type II transmembrane serine protease, is an emerging target of cancer therapy because of its critical roles in tumor progression and metastasis. In many circumstances, the protease, through its ectodomain shedding, exists as a soluble form and performs its proteolytic functions in extracellular environments increasing cellular invasiveness. The seemingly functional integrity of the soluble form raises the question of why the protease is initially made as a membrane-associated protein.

**Results:**

In this report, we show that the epithin/PRSS14 intracellular domain (EICD) can be released from the membrane by the action of signal peptide peptidase-like 2b (SPPL2b) after ectodomain shedding. The EICD preferentially localizes in the nucleus and can enhance migration, invasion, and metastasis of epithelial cancer when heterologously expressed. Unbiased RNA-seq analysis and subsequent antibody arrays showed that EICD could control the gene expression of chemokines involved in cell motility, by increasing their promoter activities. Finally, bioinformatics analysis provided evidence for the clinical significance of the intramembrane proteolysis of epithin/PRSS14 by revealing that the poor survival of estrogen receptor (ER)-negative breast cancer patients with high epithin/PRSS14 expression is further worsened by high levels of SPPL2b.

**Conclusions:**

These results show that ectodomain shedding of epithin/PRSS14 can initiate a unique and synchronized bidirectional signal for cancer metastasis: extracellularly broadening proteolytic modification of the surrounding environment and intracellularly reprogramming the transcriptome for metastatic conversion. Clinically, this study also suggests that the intracellular function of epithin/PRSS14 should be considered for targeting this protease for anti-cancer treatment.

## Background

Protease serine 14 (PRSS14), a gene of the 14th serine protease, was initially named as epithin [1] and is also known as Matriptase [2], MT-SP1 [3], or ST14 [4]. It is a prototypic member of type II transmembrane serine protease containing its relatively short cytoplasmic tail in the N-terminal and its extracellular protease part in the C-terminal regions [5, 6]. Many studies have shown that epithin/PRSS14 is upregulated in a variety of human epithelial cancers [7] and is tightly linked to higher tumor grades and poorer survival of patients [8–11]. Recently, we reported from the analysis of public databases of patients with breast cancer that epithin/PRSS14 is a prominent prognosis marker for patients with estrogen receptor (ER)-negative breast cancer [12]. The role of epithin/PRSS14 in metastasis and survival has been evaluated in multiple animal studies. Impaired metastasis was observed when cancer cells with low epithin/PRSS14 expression were injected [13]. In contrast, the high expression of epithin/PRSS14 enhanced angiogenesis, invasive tumor growth, and metastasis [14, 15]. Transgenic mice expressing epithin/PRSS14 driven by the K5 promoter developed spontaneous squamous carcinoma and metastasis [16]. When MMTV-PyMT mouse models were crossed with a matriptase hypomorphic model, expressing very little epithin/PRSS14 expression, the animals lived longer with less tumor burden [17]. These studies clearly show the important role of epithin/PRSS14 in tumor progression, thus making it a promising target for anti-cancer therapy [6].

Our previous study showed that epithin/PRSS14 is synthesized as a single-chain zymogen and is cleaved between Gly149 and Ser150 in the SEA (sperm protein, enterokinase, and agrin) domain to produce two fragments, the N-terminal fragment (NTF) and the C-terminal ectodomain containing the protease domain (named as Epi-S), which are non-covalently associated on the membrane [18]. The cleavage in the SEA domain is suggested to be mediated by self-cleavage mechanism through attack of the hydroxyl group of the serine residue on the neighboring glycine carbonyl group, without involvement of action of other proteases [19]. Further cleavage at Arg186, Lys189, or Lys204 releases most of the ectodomain, leaving the NTF and the small ectodomain fragment on the plasma membrane. This shedding is initiated by various stimuli, such as the serum [20], phorbol 12-myristate 13-acetate (PMA) [21], transforming growth factor-β (TGF-β) [22], hypoxia [23], and acidic conditions [24], which possibly activates its sheddases, TACE/ADAM17 [22, 25] and/or serine protease [24]. Consistently, we have shown that knocking down TACE inhibits the ectodomain shedding of epithin/PRSS14 [22, 25]. The released extracellular domain may extend the proteolytic effects of epithin/PRSS14 to a larger degree modulating the extracellular microenvironment in favor of cellular invasion. If this is the case, why the protease is made as an integral membrane protein and has to be released by an additional step is of question. In this regard, the possible role of NTF of epithin/PRSS14 was investigated.

Here, the intracellular function of NTF is presented. Specifically, it was found that NTF of epithin/PRSS14 left on the plasma membrane upon ectodomain shedding can be further processed and liberated from the membrane by intramembrane proteolysis. It was also found that the epithin/PRSS14 intracellular domain (EICD) can promote migration, invasion, and cancer metastasis, possibly through transcriptional changes. The intracellular function of the protease would be locked until ectodomain shedding occurs, and when unlocked, it can potentiate cellular behaviors mediated by the released extracellular protease. Therefore, we suggest that its existence as an integral membrane protein may be required for the cooperative functions of extracellular and intracellular domains in a synchronized manner at the time of ectodomain shedding.

## Results

### The intracellular domain of epithin/PRSS14 is detected in the nucleus

When 427.1.86 thymoma cells (427 cells) expressing epithin/PRSS14 endogenously were stained with an antibody generated against the ectodomain of epithin/PRSS14 (anti-C), a membrane staining pattern was observed preferentially in the cell-cell contacts (Fig. 1a). However, when stained with an antibody against the intracellular domain (anti-N), a punctate staining pattern in the nucleus was also observed (Fig. 1a). These staining patterns were not observed in the 427(epiKD) cells (Fig. 1a), a cloned cell line derived from epithin/PRSS14 targeting shRNA-transfected 427 cells (Fig. 1b), showing specificities of the staining. In addition, the intracellular domain tagged with the FLAG epitope was also localized in the nucleus (Fig. 1c). These findings raise the possibility that the epithin/PRSS14 N-terminal region may detach from the plasma membrane and translocate to the nucleus.

**Fig. 1:**
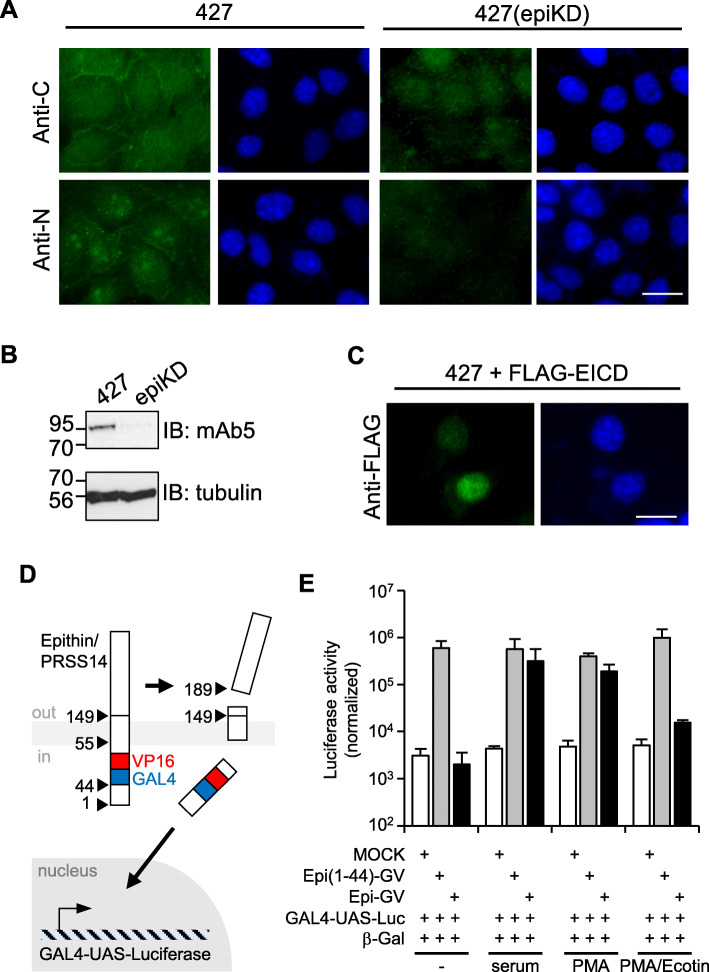
Nuclear localization of epithin/PRSS14 intracellular domain. **a** Epithin/PRSS14 in 427.1.86 cells (427) or epithin/PRSS14-knockdown 427(epiKD) cells were stained green using antibodies against its extracellular C-terminal parts (anti-C) and intracellular parts (anti-N). Nucleus staining with DAPI (blue) is also shown. Scale bars, 20 μm. **b** The Western blot analyses of epithin/PRSS14 in 427 cells and 427 (epiKD) cells are shown. **c** The 427 cells transfected with FLAG-EICD were stained using anti-FLAG antibody (green) and DAPI (blue). Scale bars, 10 μm. **d** Schematic diagram of the assay to validate cleavage of epithin/PRSS14. **e** The 427 cells were transfected as indicated and deprived of serum before stimulation with 10% FBS, 10 μM PMA, or 10 μM PMA plus 7 mg/ml ecotin for 1 h. Luciferase activity under each condition was normalized against β-galactosidase (β-gal) activity and is shown as a bar graph. Error bars indicate the standard errors of the means (*n* = 3)

To test this, the epithin/PRSS14-GAL4-VP16 construct (Epi-GV) was generated in which the GAL4-VP16 is inserted into the cytoplasmic tail of the protease (Fig. 1d) and whether it can induce transcription of the luciferase gene under a GAL4 upstream activating sequence (GAL4-UAS-luciferase) was examined. Surface expression of the GAL4-VP16-inserted epithin/PRSS14 construct was confirmed by flow cytometry (Additional file 1: Figure S1A and S1B). Since transcription of the luciferase gene is only possible when the GAL4-VP16 can freely move to the nucleus, this system allows sensitive detection of a possible liberation of the cytoplasmic tail of membrane proteins [26]. As a control, the intracellular domain part of epithin/PRSS14 was fused to GAL4-VP16, Epi (1-44)-GV, which can mimic a liberated intracellular domain of the fusion protein. When co-transfected with GAL4-UAS-luciferase reporter into 427 cells, EICD-GV largely induced luciferase activity in all conditions (Fig. 1e). In contrast, 427 cells transfected with Epi-GV showed increases in luciferase activity only when its ectodomain shedding was induced by treating serum or PMA (Fig. 1e). Moreover, the PMA-induced increase in luciferase activity was blocked by treating a known epithin/PRSS14 shedding inhibitor, ecotin [21]. Consistently, when serum-starved 427 cells were stimulated with PMA, the nuclear dots recognized by anti-N antibody were increased, while knocking down the epithin/PRSS14 expression by siRNAs suppressed the increase (Additional file 1: Figure S2A). Quantification analysis using an in-house Matlab code (Additional file 1: Figure S2B and S2C) confirmed significant increase of the nuclear dots in PMA-treated condition (Additional file 1: Figure S2D). Together, these results show that ectodomain shedding of epithin/PRSS14 can liberate EICD from the membrane.

### Ectodomain shedding of epithin/PRSS14 generates EICD

To verify the existence of the EICD, the proteolytic fragments of epithin/PRSS14 in 427 cells were analyzed using various antibodies (Fig. 2a). As reported previously, about 5% of Epi-S in cells was shed and detected in media as Epi-S' upon PMA treatment (Fig. 2b, top panel). Immunoprecipitation and subsequent Western blot using the anti-N antibody detected the NTF (Fig. 2b). After more prolonged exposure of the same membrane, a smaller fragment was also detected with a molecular weight (~ 14 kDa) corresponding to the size of EICD in the immunoprecipitates from PMA-treated cells (Fig. 2b, bottom panel). The 14 kDa band disappeared by adding the antigen of anti-N antibody (Gly12-Arg25) to the immunoprecipitation reaction (Fig. 2c) and also by siRNA-mediated knocking down epithin/PRSS14 expression (Additional file 1: Figure S3A), confirming that the band was derived from epithin/PRSS14. Moreover, the 14 kDa band was preferentially observed in the nuclear fraction, but not in cytosolic fraction, of PMA-stimulated cells, while knocking down epithin/PRSS14 expression reduced the band intensity in the nuclear fraction again (Additional file 1: Figure S3B). In MCF7 human breast cancer cells known to express epithin/PRSS14, similar ~ 14 kDa proteolytic fragment was observed using the anti-N antibody raised against the human epithin/PRSS14 intracellular domain (Fig. 2d), indicating that the generation of the EICD may be the general phenomena in epithin/PRSS14-expressing cells. In agreement with the result from the GAL4-VP16 transcriptional system (Fig. 1e), the inhibition of shedding by the TACE inhibitor TAPI-0 reduced the EICD generation (Fig. 2e). Taken together, these data suggest that the ectodomain shedding of epithin/PRSS14 generates EICD.

**Fig. 2:**
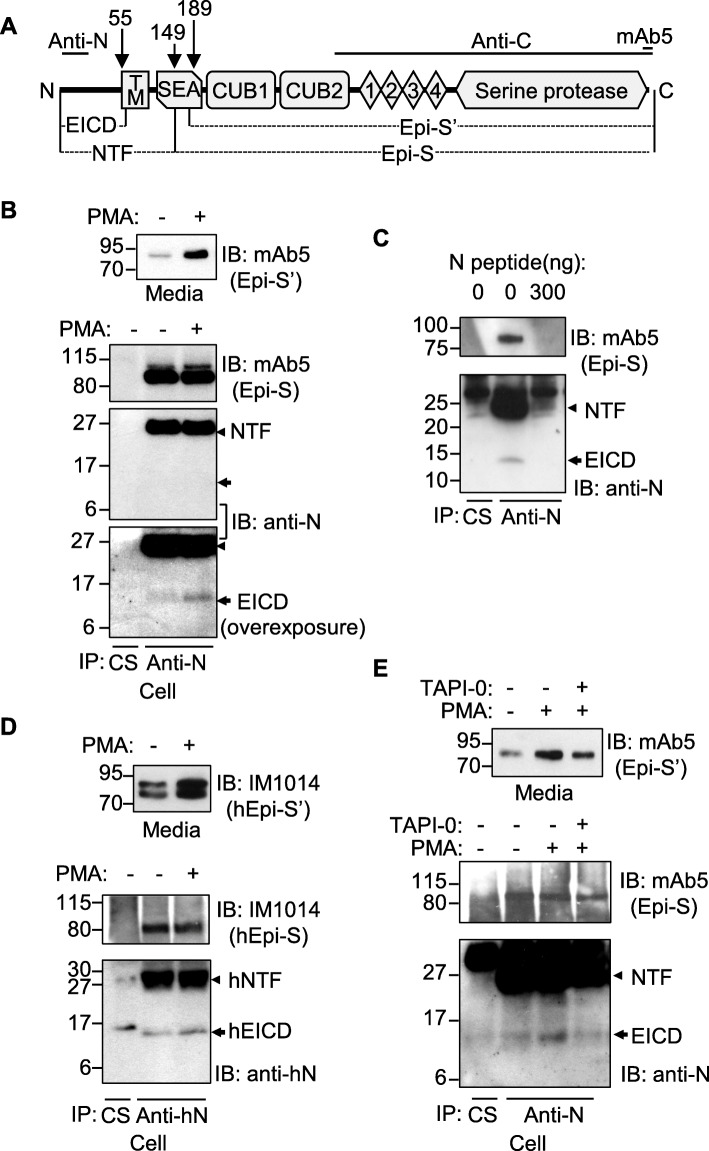
Ectodomain shedding induced the generation of the epithin/PRSS14 intracellular domain. **a** Schematic diagram of the epithin/PRSS14 domain structure, its possible proteolytic fragments, and epitopes of antibodies used in this study are illustrated. TM, transmembrane domain; SEA, sperm protein, enterokinase, and agrin domain; CUB1, CUB2, complement subcomponent C1r/C1s domain; 1, 2, 3, 4, low-density lipoprotein receptor class A repeats. **b** The 427 cells were treated with or without PMA and shed epithin/PRSS14 (Epi-S′) was analyzed using mAb5. Cell-bound epithin/PRSS14 (Epi-S), NTF, and EICD were detected by immunoprecipitation and subsequent Western blot with mAb5 and anti-N antibody under each condition. CS, control serum. **c** After the antigen of anti-N antibody (Gly12-Arg25) was added or left out of the immunoprecipitation reaction, Epi-S, NTF, and EICD in the anti-N antibody, immunoprecipitates were analyzed as in **b**. **d** The proteolytic fragment of human epithin/PRSS14 was analyzed using MCF7 human breast cancer cells. **e** The 427 cells were treated with PMA and/or TAPI-0, and each fragment was analyzed as in **b**. Arrowhead and arrow indicate NTF and EICD, respectively

### SPPL2b is responsible for the intramembrane proteolysis of epithin/PRSS14

These observations led to the hypothesis that EICD may be generated by the proteolytic cleavage occurring inside the membrane, known as regulated intramembrane proteolysis (RIP) [27]. Because the aspartyl protease SPPL family is responsible for the RIP of type II transmembrane proteins [28], the possible involvement of SPPLs in the production of EICD was investigated. First, treatment of an inhibitor of the SPPL family, (Z-LL)_2_ketone, reduced the PMA-induced increase in EICD formation (Fig. 3a). In contrast, DAPT, an inhibitor of γ-secretase responsible for the RIP of type I transmembrane protein, had no effect on the generation of EICD (Additional file 1: Figure S4). Second, expression of SPPL2b, the only member of an SPPL family known to be present in the plasma membrane [29], in HEK293T cells resulted in the generation of EICD from co-transfected epithin/PRSS14 in a dose-dependent manner (Fig. 3b and c). Third, in SPPL2b known-downed 427 cell lines, 427(SP2bKD)-10 and -16 (Fig. 3d), PMA-induced EICD generation decreased (Fig. 3e, bottom panel and 3F), while PMA-induced shedding occurred normally (Fig. 3e, top panel). Finally, the nuclear staining of epithin/PRSS14 was also diminished in 427(SP2bKD)-10 cells without alteration to membrane staining at the cell-cell contact (Fig. 3g and Additional file 1: Figure S5A). Consistently, the EICD band in the nuclear fraction observed in PMA-treated 427 cells was largely reduced in 427(SP2bKD) cells (Additional file 1: Figure S5B). Collectively, these results showed that SPPL2b may be an enzyme responsible for the cleavage of NTF left on the plasma membrane and the production of EICD. Nonetheless, we do not exclude a possible contribution of other member of SPPL family, e.g., SPPL2a, on the EICD production.

**Fig. 3:**
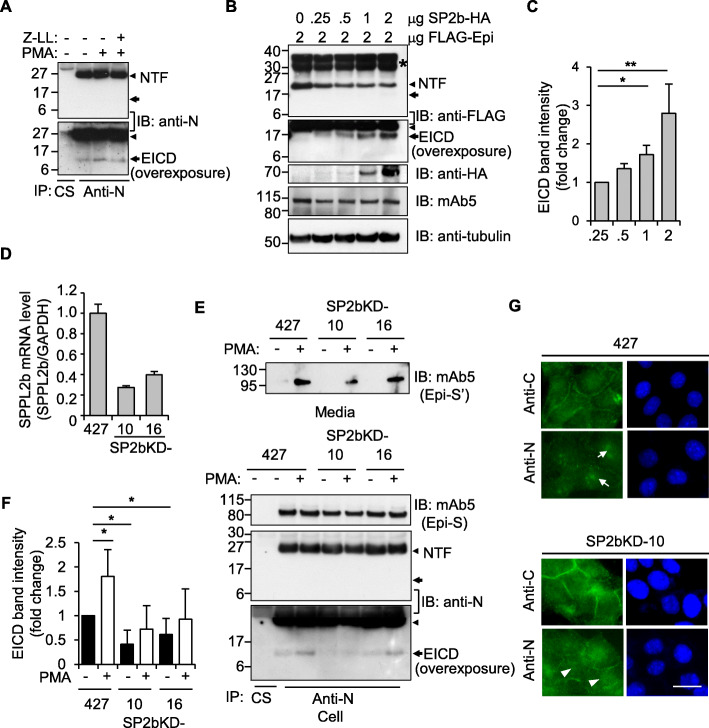
SPPL2b-mediated intramembrane proteolysis of epithin/PRSS14. **a** The 427 cells were treated with PMA and/or SPPLs inhibitor, 10 μM (Z-LL)_2_ketone and proteolytic fragments were analyzed as in Fig. 2b. **b** HEK293T cells transfected with FLAG-tagged epithin/PRSS14 and increasing amounts of SPPL2b-HA were analyzed by Western blot using the anti-FLAG antibody to detect NTF and EICD. The expression of SPPL2b and full-length epithin/PRSS14 were also confirmed by Western blot using anti-HA and anti-FLAG antibodies, respectively. Asterisk indicates uncharacterized fragments, presumably resulted from nonspecific cleavages, glycosylation, and/or other modifications of overexpressed epithin/PRSS14. **c** EICD band intensity was quantified and normalized against tubulin blot and is shown as a bar graph (*n* = 3). The error bar indicates SD. *p < 0.05, **p < 0.01 (unpaired two-tailed Student’s *t* test). **d** The mRNA levels of SPPL2b in SPPL2b-knockdown cell lines (SP2bKD-10 and -16) were detected by real time-PCR. The relative values were normalized to GAPDH signals, as shown in the graphs. Error bars indicate SEM. **e** Proteolytic fragments of epithin/PRSS14 were analyzed in the control and SP2bKD cells, as in Fig. 2b. **f** The average of normalized EICD band intensities from three independent immunoprecipitation experiments is shown as a bar graph (*n* = 3). The error bar indicates SD. *p < 0.05 (unpaired two-tailed Student’s *t* test). Arrowhead and arrow indicate NTF and EICD, respectively. **g** Localization of the N-terminal and C-terminal parts of epithin/PRSS14 were analyzed, as in Fig. 1a. Note that the nuclear localization of EICD (arrows) was reduced in SP2bKD-10 cells (arrowheads). Scale bars, 20 μm

### EICD promotes cell migration, invasion, and metastasis

To establish the existence of EICD, the consequences of its liberation from the membrane were investigated. To this end, 427(SP2bKD) cells were utilized in which shedding-dependent EICD formation is impaired (Fig. 3e). When the ectodomain shedding of epithin/PRSS14 was induced by PMA treatment, 427 cells showed a significant increase in wound healing migration compared to the untreated control (Fig. 4a). PMA treatment also significantly increased the invasion of cells through Matrigel-coated pores of the transwell chamber (Fig. 4b). Knocking down epithin/PRSS14 significantly reduced the PMA-induced migration and invasion (Additional file 1: Figure S6A and S6B). Importantly, the PMA-induced increases in migration and invasion were also largely reduced in 427(SP2bKD) cells (Fig. 4a and b). Moreover, transfection of EICD in the SP2bKD-10 cells rescued the impaired wound healing migration and invasion caused by SPPL2b deficiency (Additional file 1: Figure S6C and S6D). These results suggest that EICD formation from the ectodomain shedding of epithin/PRSS14 may promote cell motility. To directly test the effect of EICD on cell motility, an EICD construct was stably transfected into 427 cells to establish 427(EICD)-1 and -5 cell lines. While the original 427 cells exhibited the epithelial phenotype characterized by well-developed cell-cell contacts forming cohesive sheets of cells, these EICD-expressing cell lines showed loosened cell-cell adhesion and more scattered morphology (Fig. 4c), suggesting that EICD can enhance the motility of the cells. Indeed, migration rates of EICD-expressing cells, compared to the original cells, were significantly increased in the wound healing assay (Fig. 4d) as well as in the Matrigel-coated transwell invasion assay (Fig. 4e). These results prompted the assumption that the well-known enhanced metastatic phenotype of epithin/PRSS14 expressing cancer cells may be caused, at least in part, by the EICD production in the cells. To verify this, epithin/PRSS14 targeting shRNA was stably transfected into 4T1 cells (4T1KD cells), mouse breast cancer cells derived from the BALB/c strain [30], and the cells were transduced with lentivirus encoding EICD followed by the internal ribosome entry site and GFP reporter. The resulting 4T1KD/EICD:GFP cells were injected into BALB/c mice, and the metastatic nodule formation in the lungs was investigated. Comparison of tumor nodule formation between individual mice may cause possible artifacts resulting from the difference in the number of cells injected or in the metastatic susceptibility of individual mice. In order to minimize possible artifacts, these 4T1KD/EICD:GFP cells were mixed with parental control 4T1KD cells in a fixed ratio before injection and the increase in the ratio of EICD-positive tumor nodules to control nodules was analyzed (Diagram, Fig. 4f). In this analysis, EICD-positive cells set as ~ 25% of total cells, verified by flow cytometry before injection (Fig. 4g), made up to about 75% of tumor nodules in the lung (Fig. 4h-i) when the expression of GFP in each nodule was analyzed by Western blot (Additional file 1: Figure S7). Altogether, these results suggest that EICD liberated from the membrane after the ectodomain shedding of epithin/PRSS14 can promote metastatic conversion within the cells.

**Fig. 4:**
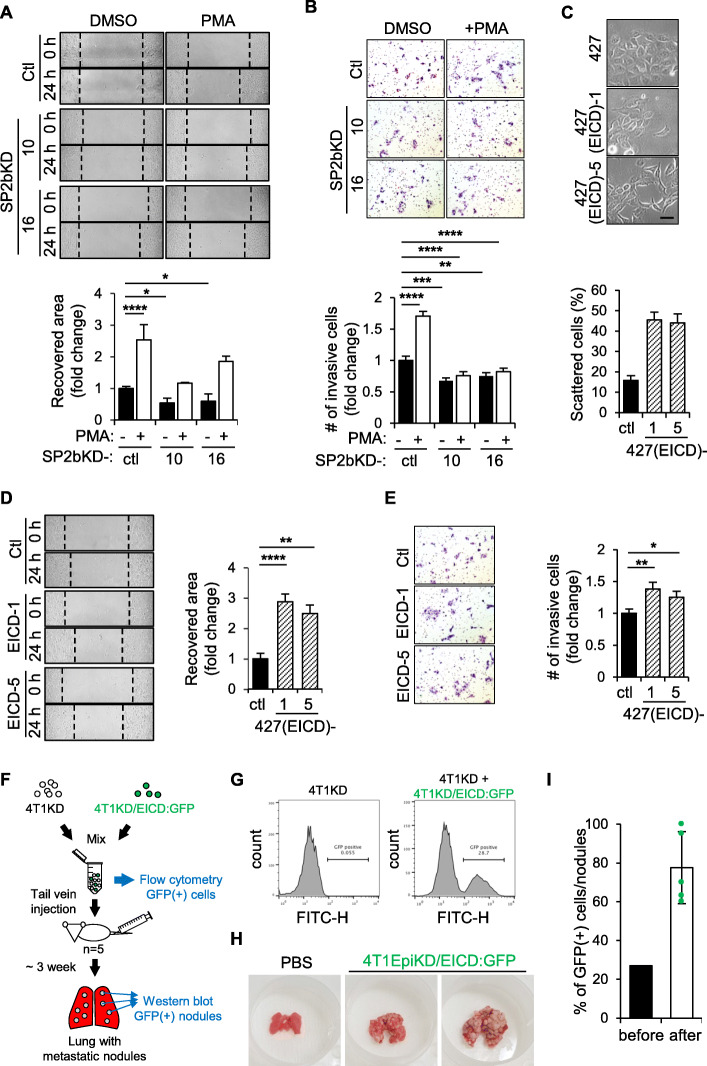
Effects of the intracellular domain of epithin/PRSS14. **a** The wound healing migration of 427, 427(SP2bKD)-10, and -16 cells in PMA-stimulated or non-stimulated conditions was analyzed. Data are presented as the means of the recovered area (six fields per each cell type, *n* = 3). **b** Invasion of 427, 427(SP2bKD)-10 and -16 cells in the presence or absence of PMA was analyzed. Numbers of migrated cells to the other side of the chamber for 24 h were counted, normalized against that of 427 cells, and shown as fold changes (*n* = 3). **c** Representative bright-field images of 427, 427(EICD)-1, and -5 cells are shown. The percentage of scattered cells over the total number of cells (> 745 cells in 50 fields) in each cell type is represented as a bar graph. Scale bars, 50 μm. **d** The degrees of migration of 427, 427(EICD)-1, and -5 for 24 h in the wound healing assay are quantified (six fields per each cell type, *n* = 3) and shown as bar graphs. **e** Invasion of 427, 427(EICD)-1, and -5 cells through transwell pores covered with Matrigel were analyzed as in **b** (5 fields per each cell type, *n* = 3). Statistical analysis was performed using an unpaired two-tailed Student’s *t* test. **f** A diagram of the lung metastasis assay is depicted. **g** The GFP fluorescence of 4T1KD plus EICD-transduced 4T1KD cells (4T1KD/EICD:GFP) was analyzed by flow cytometry and is shown as a histogram. **h** Representative lungs from mice injected with PBS (left) or 4T1KD/EICD:GFP cells (middle, right) are shown. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Error bars indicate SEM in all panels. **i** The percentage of GFP-positive cells in the mixed cells before injection and the GFP-positive nodules in five lungs after injection are shown. Error bars indicate SD

### EICD induces changes in gene expression

Next, the molecular basis of the EICD-mediated increase in cell motility was assessed. Because EICD is found in the nucleus, it was hypothesized that EICD might contain transcription activity as is often observed in other RIP substrates [27]. First, to test this hypothesis, RNA-seq analysis was performed, and the determination of possible genetic changes induced by EICD was attempted. 

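The 427 cells are a mouse thymoma cell line, and 427(SP2bKD)-10 is, as the paper describes it, a clone that stably expresses an shRNA against SPPL2b. The sample labels give an siRNA against SPPL2b for all 4 knockdown libraries. RNA sequencing gave 6 libraries, with 1 library for each condition. Beside the GFP and the GFP plus EICD library of SP2bKD-10 cells, there were 427 cells carrying the empty shRNA vector and SP2bKD cells, each with DMSO or with 1 µM PMA, a phorbol ester that induces shedding, for 2 h after 2 h without serum. GFP-positive cells were sorted 24 h after transfection. The gene targeted by the shRNA, Sppl2b (chromosome 10, 80853006 to 80868705 on GRCm38), had an FPKM of 9.90 in 427 cells with DMSO, 6.86 in 427 cells with PMA, 13.4 in SP2bKD cells with DMSO, 9.37 in SP2bKD cells with PMA, 11.4 in the GFP library and 13.2 in the GFP plus EICD library. The log2 ratio of SP2bKD to 427 cells was 0.44 with DMSO and 0.45 with PMA. This locus shares 2204 bases with Lsm7 on the opposite strand.

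The authors aligned paired-end reads with Tophat and deposited FPKM values from Cufflinks and Cuffdiff, that is, fragments per kilobase of exon scaled by the number of fragments in the library, for 25001 loci. Of these loci, 22601 carry a gene symbol. Fragment counts were not analysed here, so the depth was estimated from the lowest FPKM values, which step by what 1 fragment is worth. By this estimate the GFP library held about 26100000 fragments and the GFP plus EICD library about 28700000. From the absolute scale of each library alone, the estimates were about 26100000 and 26200000, so the difference in depth between them is uncertain. In each library from 10555 to 10873 loci had an FPKM of 1 or more. The 10 largest loci held 85.6% of the FPKM sum in the GFP library and 89.2% in the GFP plus EICD library. A log2 fold change was computed per locus as log2 of the FPKM in the GFP plus EICD library with 0.01 added, over the FPKM in the GFP library, for loci with at least 0.01 FPKM in the GFP library. With 1 library per condition the differences have no replicate check, and they describe these 2 libraries. In simulated libraries in which 200 genes were changed 4-fold, sampling of fragments alone carried 2 unchanged genes with an FPKM of 1 or more past a 2-fold change, and 658 genes below that level.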

For this purpose, 427(SP2bKD)-10 cells were transfected with either GFP or GFP plus EICD, RNA was prepared from GFP-positive cells, and differentially expressed genes (DEGs) were analyzed between samples. 

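Of the 16894 loci with an FPKM of at least 0.01 in the GFP library, 14717 had a gene symbol. Among these, 1303 were more than 2-fold higher and 751 more than 2-fold lower in EICD-transfected cells. The count of increased genes was 174 when 1 was added to both libraries and 382 when an FPKM of 1 or more in at least 1 of the libraries was required. Among loci with a mean FPKM from 0.1 to 1, 23.9% were more than 2-fold higher and 10.5% more than 2-fold lower. From 10 to 100 FPKM, the shares were 1.31% and 0.137%. The p values of the DEG analysis were not recomputed, since FPKM values are not counts, and with 1 library on each side they compare the libraries and not the conditions. Table S1 lists 405 loci that passed them, all found in the files. Recomputed from the files, 244 of these loci were more than 2-fold higher with EICD, and 233 of the 244 had a gene symbol. Their median FPKM was 2.11 in GFP-transfected cells and 6.35 in EICD-transfected cells, with a median log2 fold change of 1.55. Of the 244 loci, 88 had an FPKM under 1 in the GFP library. For the 221 that have an annotated transcript, the median was an estimated 225 fragments in the GFP library, and 23 had under 10 fragments.

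**Figure D1:**
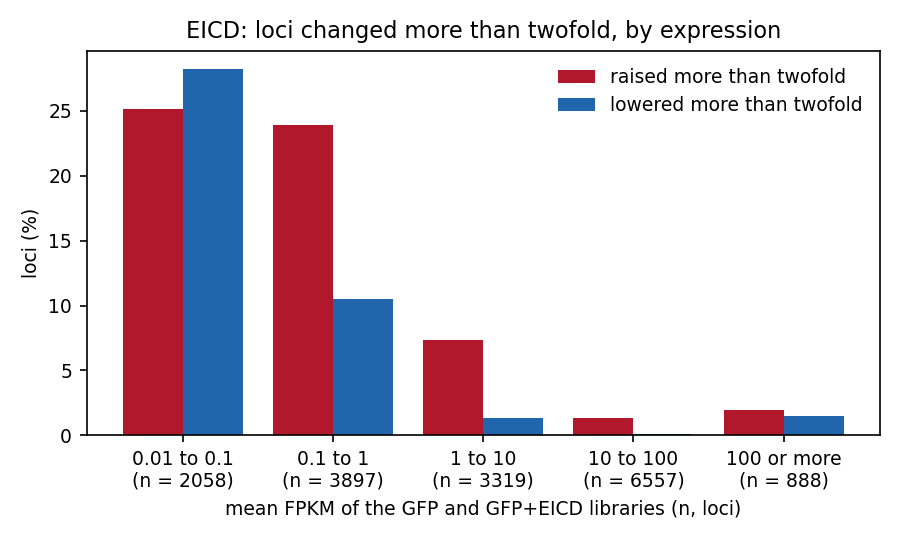
Share of loci (vertical axis, percent) more than 2-fold higher (red) or lower (blue) in the GFP plus EICD library than in the GFP library, by mean FPKM of both libraries (horizontal axis). From 0.01 to 0.1 FPKM, 25.2% of loci were higher and 28.2% lower, and from 1 to 10 FPKM, 7.35% were higher and 1.33% lower.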

A total of 233 DEGs with more than a twofold increase in EICD-transfected cells were identified (Fig. 5a, red dots) among significant DEGs (*p* value < 0.05, Additional file 2: Table S1). 

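The list behind the GO analysis holds 233 loci with 233 distinct gene symbols. Together with the 11 loci without a symbol, their log2 fold changes in the files ranged from 1.00 to 6.16, and 21 of the 244 loci were more than 8-fold higher with EICD. The list holds 6 chemokine ligand genes and 3 matrix metalloproteinase genes. In 32 of the 244 loci the FPKM was under 1 in both libraries. The GO annotation itself was not analysed here.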

In the gene ontology (GO) analysis using these 233 genes, migration-related GO terms were dominant (Additional file 1: Figure S8), which is consistent with the role of EICD in cell motility. 

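Ccl20 (chromosome 1, 83116766 to 83119167 on GRCm38) rose from an FPKM of 1.095 in GFP-transfected cells to 25.3 in EICD-transfected cells, a log2 fold change of 4.53. Cxcl2 (chromosome 5, 90903871 to 90905938) rose from 1.24 to 10.8, a log2 fold change of 3.13. Cxcl3 (chromosome 5, 90786103 to 90789600) rose from 0.0521 to 3.71, a log2 fold change of 6.16. In the GFP library this FPKM amounts to an estimated 4.75 fragments or fewer. Ccl3 (chromosome 11, 83647844 to 83649355) is listed at 0 in both libraries and has no fold change. With 1 added to both libraries, the log2 fold changes of Ccl20, Cxcl2 and Cxcl3 were 3.65, 2.40 and 2.16. Among the loci with a gene symbol and an FPKM of 1 or more in either library, Cxcl3 ranked at 3, Ccl20 at 4 and Cxcl2 at 15 by fold increase. The paper's reported log2 ratios in Table S1 are 6.22 for Cxcl3, 4.54 for Ccl20 and 3.13 for Cxcl2, with the paper's p values of 0.0465, 0.0001 and 0.002. In all, 13 chemokine ligand genes had an FPKM of 0.1 or more in either library and a fold change. Of these, 11 were higher with EICD, or 10 when FPKM was scaled to a sum of 1000000, and 9 were more than 2-fold higher, or 8 scaled to a sum of 1000000 and 6 with 1 added to both libraries. Their median log2 fold change was 1.30, above all of 10000 random lists matched on mean expression, whose middle 95% lay between -0.16 and 0.44. With 1 added to both libraries the median was 0.97, again above all of the random lists. Random lists do not separate an effect of EICD from a difference between the 2 transfections, each with 1 library. The other 2 were lower, Ccl5 with a log2 fold change of -1.79 and a gene with an FPKM of 0.783 in the GFP library that is listed at 0 in the GFP plus EICD library with -6.29, a value set by the 0.01 added.

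**Figure D2:**
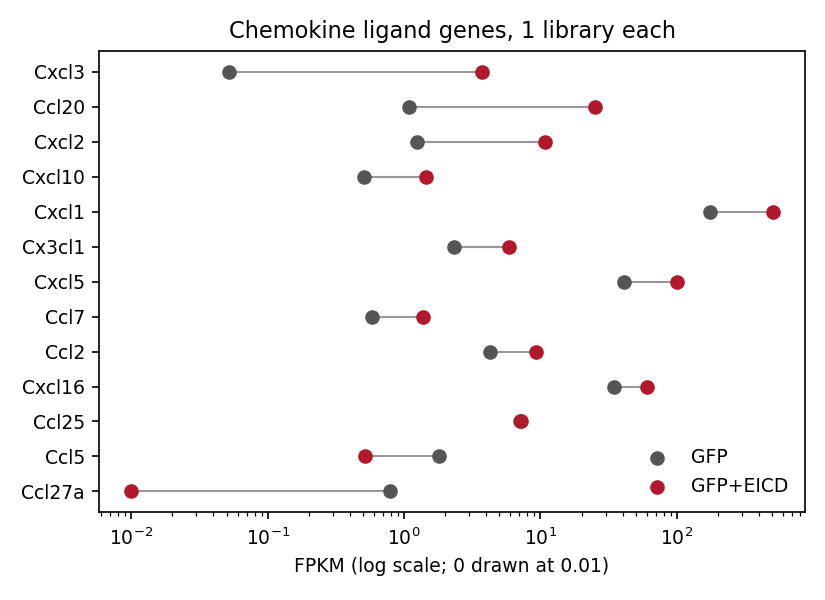
FPKM (horizontal axis, log scale, 0 drawn at 0.01) of the 13 chemokine ligand genes in the GFP library (grey) and the GFP plus EICD library (red), 1 library each, ordered by fold change. Of the 13 genes 11 lie farther right with EICD (10 when FPKM is scaled to a sum of 1000000), and Cxcl1 was the most abundant in both libraries, at 175.1 and 504 FPKM.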

Notably, several chemokine ligands (CCL3, CCL20, and CXCL2), widely studied as mediators of epithelial-mesenchymal transition, tumorigenesis, and metastasis [31–35], were increased (Fig. 5a) and top-ranked in terms of the fold increase (Additional file 2: Table S1). To confirm the effect of EICD on the increase in cytokine mRNA expression, the levels of various cytokines secreted from EICD-expressing SP2bKD cells were checked using a cytokine antibody array (Fig. 5b and Additional file 1: Figure S9). Among the total 111 cytokines tested in the array, the secretion of 26 proteins, such as CCL20 and CXCL2, increased by up to 1.2-fold by EICD expression (Fig. 5c). Among those 26 proteins, the mRNA expression of nine secreted proteins (Fig. 5c, labeled with red fonts) significantly increased in the RNA-seq analysis (Additional file 2: Table S1). This gene expression increase does not appear to result from EICD’s transactivation activity because EICD fused to the Gal4 DNA binding domain did not induce transcription of the UAS-GFP reporter (Fig. 5d) as has been similarly observed in other RIP products, e.g., amyloid precursor protein [36]. Instead, when about 1 kb long promoter region of CCL20, of which expression was increased in both the RNA seq analysis and cytokine array, was inserted upstream of the GFP reporter, it was observed that EICD could significantly induce GFP expression (Fig. 5e), suggesting its possible function in activating machinery involved in the transcription of the CCL20 gene. 

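Among the genes of the 26 proteins, 23 had a log2 fold change from the RNA-seq files and 11 were more than 2-fold higher in EICD-transfected cells. The 9 genes marked in red were all among the 11 and all in Table S1, with log2 fold changes from 1.05 for Il23a to 4.53 for Ccl20. Fgf21 rose from an FPKM of 1.16 to 10.3 (log2 fold change 3.15) and Csf3 from 0.505 to 3.05 (2.60). The log2 fold changes of Lif, Cxcl1, Areg and Il1a were 1.53, 1.53, 1.37 and 1.11. Of the 23 genes, 8 were more than 2-fold higher when FPKM was scaled to a sum of 1000000, with Il1a at 0.93 and Il23a at 0.88, and 8 when 1 was added to both libraries. The 2 other genes past a 2-fold change, Csf2 (2.89, with an estimated 1.29 fragments or fewer in the GFP library) and Ccl2 (1.13), are not in Table S1. With 1 added to both libraries they were 0.45 and 0.97, and scaled to a sum of 1000000 Ccl2 was 0.96. Csf1 is in Table S1 with a log2 fold change of 0.87, under a 2-fold increase. In all, 11 of the 23 genes are in Table S1, 10 with an increase and 1 with a decrease. In 6 of the 23 genes the mRNA was lower with EICD, among them Ccl5 (-1.79) and Prl2c2 (-0.73, a proliferin gene that can share fragments with its paralogs). Ccl1 and Ccl12 are listed at 0 in both libraries and Mmp3 at 0 in the GFP library. The median over the 23 genes was 0.87, above all of 10000 random lists matched on mean expression (middle 95% between -0.082 and 0.28). The genes of the other proteins on the array had a median of 0.59 over 37 genes (percentile 99.9 of such lists). Of the 37, 13 were more than 2-fold higher. This median was 0.13 (percentile 93.5) when 1 was added to both libraries. At an FPKM of 1 or more in at least 1 library it was 0.60 over 18 genes (percentile 99.97). Of those 18, 7 were more than 2-fold higher. In Table S1, 6 of the other array genes are listed and more than 2-fold higher. The rise in mRNA was therefore not limited to genes whose protein increased on the array. These differences have no replicate check, so an effect of EICD cannot be told apart from a difference between the 2 transfections.

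**Figure D3:**
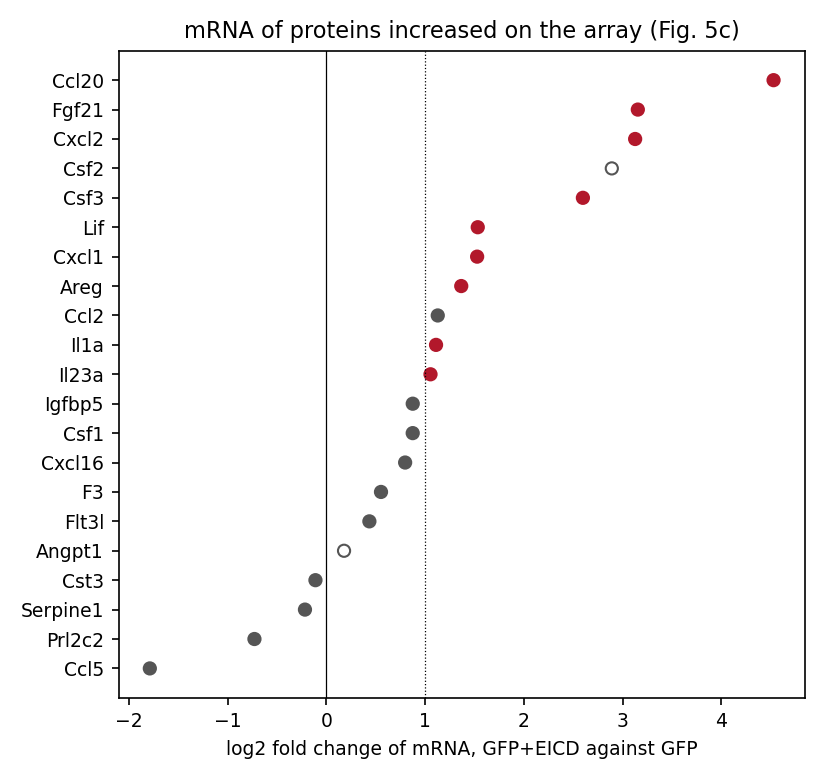
Log2 fold change of mRNA in the GFP plus EICD library against the GFP library (horizontal axis) for 21 of the 23 genes whose proteins increased on the array, in red where Fig. 5c marks them and as open circles where the FPKM was under 1 in both libraries. The dotted line marks a 2-fold increase, which 11 genes pass, and 4 of the 6 genes with a lower mRNA are drawn, below 0.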

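At an FPKM of 1 or more in at least 1 of the libraries, 382 genes were more than 2-fold higher and 54 more than 2-fold lower in the GFP plus EICD library than in the GFP library. Of the 13 chemokine ligand genes measured, 9 were more than 2-fold higher, and of the 23 genes of array-increased proteins, 11 were. With 1 added to both libraries these numbers were 6 and 8. From the significant DEGs of the RNA-seq, the proteins that increased on the array and the CCL20 promoter reporter, the paper concludes that the released EICD can regulate gene expression, especially of cytokines.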

Altogether, these results showed that EICD liberated from the ectodomain shedding of epithin/PRSS14 can regulate gene expression, especially of cytokines, and modulate surrounding microenvironments favoring cell motility.

**Fig. 5:**
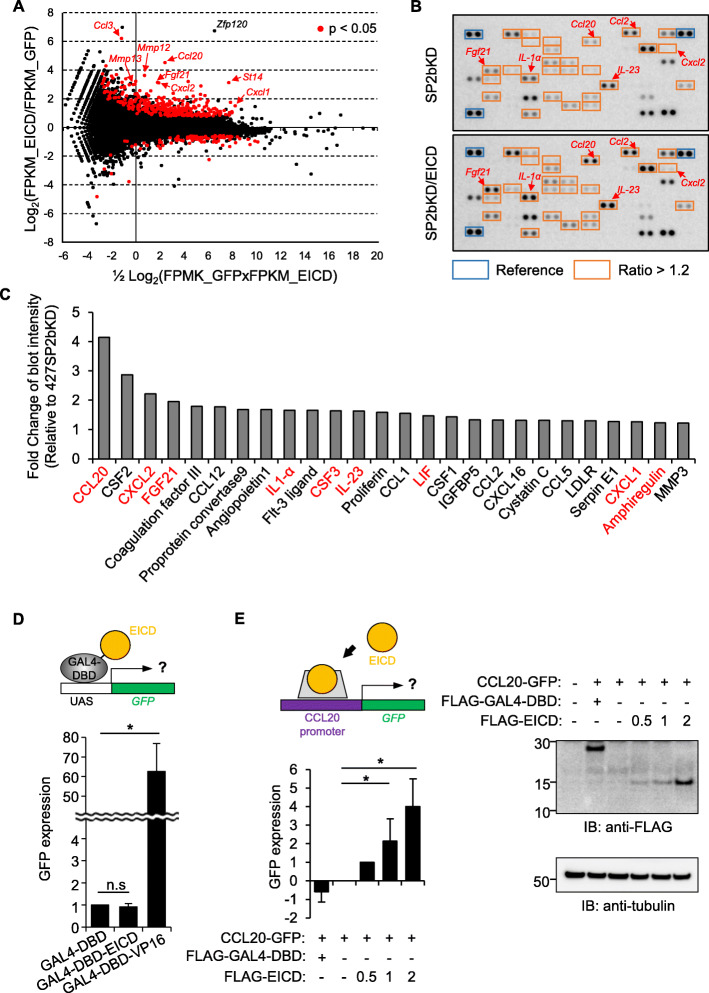
EICD-induced gene expression. **a** DEG analysis was performed between RNA samples from GFP- and GFP plus EICD-transfected cells. The results were visualized as MA plots in which log_2_ fold change (*y*-axis) and mean of normalized counts (*x*-axis) from FPKM (fragments per kilobase million) values are plotted. Genes with *p* values less than 0.05 are shown as red dots. Representative genes are indicated with arrows. **b** Specific antibodies against various cytokines (Additional file 1: Figure S3) were spotted onto the array in duplicate. Conditioned media from SP2bKD-10 cells (SP2bKD, upper) and EICD-expressing SP2bKD-10 cells (SP2bKD/EICD, lower) were incubated on the antibody array. Spots with more than 1.2-fold increases in media from SP2bKD/EICD cells are boxed in red. Positions of representative cytokines were indicated with arrows. **c** Cytokines showing more than a 1.2-fold increase in SP2bKD/EICD cells are shown. Cytokines increased in both the RNA-seq analysis and cytokine array are indicated with red font. **d** The 427 cells were transiently transfected with the GFP gene under the UAS promoter, GAL4 DNA binding domain (GAL4-DBD)-fused EICD, and tdTomato as a transfection marker. The degree of GFP expression in tdTomato-positive cells was analyzed using flow cytometry. The degree of GFP expression in each condition is shown as a bar graph (*n* = 3). Error bars indicate SEM. **e** 427 cells were transfected with GFP gene under CCL20 promoter, EICD, and FLAG-tagged EICD (or FLAG-tagged GAL4-DBD as a control), and tdTomato. The degree of GFP expression of tdTomato positive cells in each condition was subtracted by that of empty vector-transfected cells followed by normalization against that of 0.5 μg FLAG-EICD-transfected cells (left). Expression level of FLAG constructs are shown (right)

### Expression of epithin/PRSS14 and SPPL2B leads to the reduced survival of patients with ER-negative breast cancer

So far, this study indicates that the extracellular protease epithin/PRSS14, upon its shedding and subsequent intramembrane proteolysis, can control intracellular transcriptional events for enhanced cell motility and metastasis. To investigate the clinical relevance of this finding, a bioinformatics approach was utilized. Previously, we reported that high expression of epithin/PRSS14 in patients with ER-negative breast cancer indicated poor patient survival [12]. Consistently, we found that three out of four ER-negative patient samples showed higher expression of epithin/PRSS14 in tumor than in normal tissues (Additional file 1: Figure S10). Interestingly, we also detected the band corresponding to the size of EICD in one patient (Additional file 1: Figure S10, arrow). Considering the additional metastatic potential resulting from EICD formation, it can be assumed that the high expression of SPPL2b may constitute an additional risk factor in patients that are ER-negative. With this hypothesis, the relationship between SPPL2b mRNA levels and the survival of patients with breast cancer was analyzed using The Cancer Genome Atlas data set. In patients that were ER-positive, the expression levels of SPPL2B (high or low, determined based on the median expression level of SPPL2B among those patients) did not show any correlation to the survival of those patients (Fig. 6a). However, in patients with ER-negative breast cancer, the SPPL2B^high^ group showed poorer survival than the SPPL2B^low^ group (Fig. 6a) with the hazard ratio calculated as 1.88 (*p* = 0.076), implying an adverse effect of SPPL2B on the survival of patients with risks from epithin/PRSS14. When the expression levels of both SPPL2B and epithin/PRSS14 were considered in patients that were ER-negative, the epithin/PRSS14^high^SPPL2B^high^ group showed the poorest survival pattern (Fig. 6b), suggesting the clinical significance of the intramembrane proteolysis of epithin/PRSS14. This bioinformatics analysis suggests that the high expression of SPPL2B and epithin/PRSS14 in patients with ER-negative breast cancer may worsen the symptoms, and thus, these can be used as markers for poor prognosis in patients with ER-negative breast cancer.

**Fig. 6:**
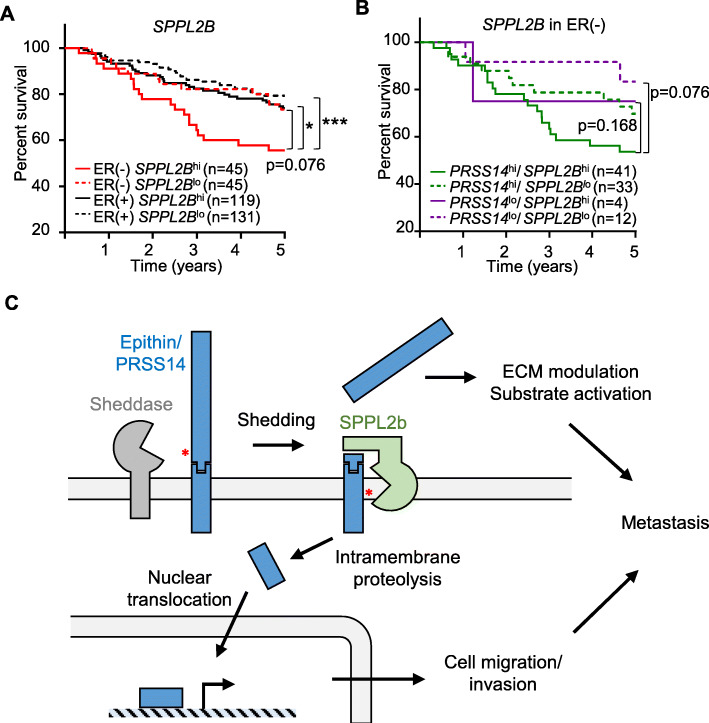
The possible relationship between EICD generation and the prognosis of patients with breast cancer. **a** The Kaplan-Meier survival analysis of four patients with breast cancer grouped by ER status and SPPL2B expression (hi, high; lo, low) is shown. **b** The Kaplan-Meier survival analysis of patients that were ER-negative grouped by expression levels of epithin/PRSS14 and SPPL2B is shown. The *p* values were calculated using log-rank statistics. *p < 0.05; **p < 0.01; ***p < 0.001. **c** A hypothetical model for EICD generation and dual functions of epithin/PRSS14 in metastasis are illustrated

## Discussion

This study demonstrates that the ectodomain shedding of epithin/PRSS14 induces the SPPL2b-mediated intramembrane proteolysis of NTF, resulting in the release of EICD from the plasma membrane. EICD, in turn, localizes in the nucleus and induces transcriptional changes leading to an increase in gene expression, which possibly enhances cell motility and cancer metastasis (Fig. 6c). Therefore, the shedding of epithin/PRSS14 in cancer cells can result in bidirectional effects; extracellularly, the released protease domain of epithin/PRSS14 can induce the proteolytic modulation of extracellular environments, and intracellularly, the liberated EICD can control gene expression.

The extracellular functions of epithin/PRSS14 have been extensively studied. It has been shown to induce matrix degradation directly through its own proteolytic activity [37] or through the activation of other matrix-degrading enzymes such as urokinase-type plasminogen activators [38] and matrix metalloproteinase-3 [15]. Moreover, epithin/PRSS14 can proteolytically activate growth factors/receptors, including protease-activated receptor 2 [39, 40], hepatocyte growth factor [17], and Tie2 [13], and thus modulate extracellular environments favoring the migration and invasion of cancer or immune cells. Because ectodomain shedding can release most of the extracellular parts of epithin/PRSS14 from the cell surface, it can extend the area affected by these extracellular functions beyond the surface of the cell expressing the protease. Consistent with this, the intracellular functions of epithin/PRSS14, revealed by the current study, are also involved in the modulation of extracellular environments. Intriguingly, most genes, of which expressions are markedly increased by EICD, encode secretory molecules, such as matrix metalloproteinases, cytokines, and growth factors (Fig. 5a), the primary regulators of extracellular environments. In addition, their functions are closely related to cell migration and invasion. 

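By fold increase among genes with a symbol and an FPKM of 1 or more in either library, the 5 leading loci were Uchl1 (log2 fold change 6.91, from 0.0427 to 5.11 FPKM), a Zfp120 locus (6.76, from 8.73 to 943.6), Cxcl3 (6.16), Ccl20 (4.53) and Kcnj13 (4.10, from 0.102 to 1.73). Of the 5, Cxcl3 and Ccl20 are in Table S1. Uchl1 and Kcnj13 had an estimated 1.31 and 3.37 fragments or fewer in the GFP library. The locus named for Zfp120 was assembled by the authors without an annotated gene model. Of such loci, 8.16% differed more than 8-fold between the libraries at an FPKM of 10 or more. Of the 8 matrix metalloproteinase genes with an FPKM of 0.1 or more in either library and a fold change, 6 were higher with EICD, or 5 when FPKM was scaled to a sum of 1000000, and 4 were more than 2-fold higher. Their median log2 fold change was 0.96 (percentile 99.99 among 10000 random lists matched on mean expression), and 0.36 (percentile 98.2) with 1 added to both libraries. Mmp12 rose from an FPKM of 0.459 to 5.73 (log2 fold change 3.65) and Mmp13 from 0.301 to 2.39 (3.00). The growth factor genes Fgf21 and Areg had log2 fold changes of 3.15 and 1.37. No replicate check of these differences was possible, and an effect of EICD cannot be told apart from a difference between the 2 transfections. The 5 largest decreases under the same filter were in Mrgpra3 (-6.70), Zfp93 (-4.08), Gm13139 (-3.59), Hist1h2af (-2.62) and a locus named for Plcl1 (-2.55), none of them in Table S1. Mrgpra3 is listed at 0 in the GFP plus EICD library, so its value is set by the amount added there. With 1 added to both libraries it was -1.03. The Mrgpra3 and Plcl1 loci, like the Zfp120 locus, were newly assembled by the authors. Zfp93 also differed without EICD, at 44.6 FPKM in SP2bKD cells with DMSO and 1.96 with PMA. Hist1h2af had an estimated 11.2 fragments or fewer in the GFP library and 1.89 in the GFP plus EICD library.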

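In the RNA-seq files Ccl20 had an FPKM of 1.095 in the GFP library and 25.3 in the GFP plus EICD library, which for its longest annotated transcript of 1417 bases is an estimated 40.5 and 1026 fragments. Its log2 fold change was 4.53, and between 3.65 and 4.53 under the alternatives tried. Among the genes of the 26 proteins that increased on the array, this was the largest fold change. Over all genes with a symbol and an FPKM of 1 or more in either library it ranked at 4, after Uchl1, a Zfp120 locus and Cxcl3. With 1 added to both libraries the log2 fold change of Uchl1 was 2.55 and that of Cxcl3 was 2.16, below the 3.65 of Ccl20, while that of the Zfp120 locus was 6.60.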

For example, CCL20, the expression/secretion of which was most markedly increased by EICD in both the RNA-seq (Fig. 5a) and protein arrays (Fig. 5b), is the ligand of CC chemokine receptor 6 (CCR6) [41] of which signaling has been demonstrated to induce the epithelial-to-mesenchymal transition (EMT), migration, invasion, tumorigenesis, and metastasis of various cancer cells [42–46]. CXCL2, another major cytokine regulated by the presence of EICD (Fig. 5a), is also well-known to promote cancer progression [47] and metastasis [34]. Therefore, it seems that these characteristic bidirectional functions of ectodomain shedding of epithin/PRSS14 can cooperatively facilitate metastasis; its intracellular function can convert primary epithelial tumor cells into migratory mesenchymal carcinoma cells, while its extracellular function allows the degradation of the extracellular matrix and makes a path for the invading cells.

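Cxcl2 (chromosome 5, 90903871 to 90905938 on GRCm38, plus strand) had an FPKM of 1.24 in GFP-transfected and 10.8 in EICD-transfected SP2bKD-10 cells, an estimated 66.96 and 642 fragments. Its log2 fold change of 3.13 was 2.40 when 1 was added to both libraries and 2.95 when FPKM was scaled to a sum of 1000000. There was 1 library for each condition.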

At the moment, however, how EICD can induce transcriptional activation is not currently known. Although the expression of EICD alone sufficiently induced the expression of various genes in the RNA-seq analysis (Fig. 5a) and increased the promoter activity of CCL20 (Fig. 5e), EICD fused to the Gal4-DNA binding domain did not stimulate the promoter activity of the UAS reporter (Fig. 5d), showing that EICD itself does not contain transactivation activity. Therefore, it seems that EICD requires a cofactor(s) to induce specific gene expression and it may control the activity of such cofactors. Promoter analysis using the GeneCards database [48] on genes whose expression increased in both the RNA-seq analysis and cytokine antibody array (Fig. 5c, indicated with red) revealed that several transcription factors, such as IKZF1, POLR2A, CEBPB, MAX, and SP1, are commonly involved in their transcription, suggesting that EICD may cooperate with these transcription factors to induce genetic changes. In this regard, it would be an intriguing future study to investigate the possible cofactors of EICD-mediated intracellular functions. Moreover, the RIP of other type II transmembrane serine proteases [5] and, if present, their differential regulation of gene expression and the mechanism underlying the specific genetic control will be of interest in the future.

## Conclusions

In conclusion, this study reveals that the intracellular domain of epithin/PRSS14 can control gene expression when released from the membrane upon ectodomain shedding of its extracellular domain. This intracellular function cooperates with the extracellular proteolytic functions of the protease can increase cell motility and result in enhanced metastasis. The unexpected function of epithin/PRSS14 revealed by this study strongly suggests that a possible epithin/PRSS14-targeted cancer therapy [6] should consider not only its protease activity but also the intracellular transcriptional function of EICD in tumor progression. More generally, this suggests that similar intramembrane proteolysis possibly occurring in other membrane proteases, such as ADAM10 [49], and their not-yet-identified intracellular functions should be considered when their proteolytic activities are targeted in cancer treatment. Conceptionally, this study also provides a unique example of bidirectional transmembrane signaling in which extracellular functions of a membrane protein are systematically aided by its simultaneous intracellular functions.

## Methods

### Plasmids

To generate FLAG-EICD and FLAG-epithin/PRSS14, epithin/PRSS14 Met1 to Trp55 (EICD) or full length was amplified by PCR and cloned into NotI and BamHI sites of the p3XFLAG-CMV10 vector. For lentiviral infection of EICD, 3XFLAG-EICD was also cloned into a lentiviral vector, pRRLSIN.cPPT.PGK-IRES-GFP.WPRE, modified from pRRLSIN.cPPT.PGK-GFP.WPRE (plasmid ID 12252; Addgene). Human SPPL2b cDNA was purchased from OriGene. UAS-GFP reporter was generated by cloning EGFP cDNA into pHR_5x Gal4 UAS vector (Addgene, #79119). CCL20-GFP reporter constructs were purchased from GeneCopoeia (MPRM34109-LvPF02). cDNA encoding SPPL2b tagged with C-terminal HA was generated by PCR. Epithin/PRSS14 N-terminal end from Met1 to Ala44 fused with GAL4-VP16, EICD-GAL4-VP16, were generated by PCR and inserted into the pM vector (Clontech). The DNA sequence corresponding to Lys45-Val855 of epithin/PRSS14 was inserted into the 3′ of VP16 in the Epi (1-44)-GAL4-VP16 construct, to generate full-length Epi-GAL4-VP16. Epi-GAL4-VP16-strep construct was generated by cloning of PCR-amplified Epi-GAL4-VP16 into pcDNA3.1 vector containing Strep coding sequence. For transient knockdown of epithin/PRSS14, two epithin/PRSS14-specific siRNAs, Epi-1 (target sequence: GCTTGCTGGTGTGGCACTTCCATTA) and Epi-2 (target sequence: GGTGCGCTTCAAACTCTTC), and a universal control siRNA (target sequence: TTCTCCGAACGTCTCACG) were purchased from GenePharma.

### Cell lines and antibodies

427, 427(epiKD), and 4T1KD cells were maintained as described previously [13]. To generate 427(SP2bKD)-10 and -16 cells, shRNA against mouse SPPL2b (target sequence: CCGAGCAGCCTCCAAGTGA) cloned in pSUPER (Oligoengine) was transfected into 427 cells with pcDNA3, selected for antibiotic (G418) resistance, and single-cell clones derived from the antibiotic-resistant pool were tested for their SPPL2b mRNA expression using qPCR. 

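The 19-base target CCGAGCAGCCTCCAAGTGA was found in 3 annotated transcripts, all of 1 gene, Sppl2b. In the transcript of 2869 bases it covers bases 1634 to 1652, within exon 15 of 15, and lies on chromosome 10 from 80867473 to 80867491 on the plus strand of GRCm38, in the coding part of that exon. The RNA-seq files give Sppl2b an FPKM of 9.90 in 427 cells and of 13.4 in SP2bKD cells with DMSO, and of 6.86 and 9.37 in the same cells with PMA, with 1 library each. The sample labels of these SP2bKD libraries do not name the clone.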

To generate the 427(EICD) cell lines, the intracellular domain of epithin/PRSS14, Met1-Trp55 (EICD) cloned in p3XFLAG-CMV10 vector, p3XFLAG-CMV10/EICD was transfected into 427 cells, selected for antibiotic resistance, and single-cell clones stably expressing EICD were examined by Western blot using the anti-FLAG antibody. Anti-epithin/PRSS14 antibodies, anti-N (against intracellular domain) (WB, 1:500; ICC, 1:100), anti-C (against extracellular domain) (ICC, 1:100), and mAb5 (WB, 1:200), were previously described [18]. Anti-matriptase antibody (IM1014, Milipore, RRID:AB_2255240) (WB, 1:1000), anti-FLAG antibody (clone M2, F1804, Sigma, RRID:AB_262044) (WB, 1:1000; ICC, 1:200), anti-HA antibody (Y-11, sc-805, Santa Cruz Biotechnology, RRID:AB_631618) (WB, 1:1000; ICC, 1:100), anti-Strep antibody (2-1507-001, IBA, RRID:AB_513133), and anti-β-tubulin antibody (T4026, Sigma, RRID:AB_477577) (WB, 1:1000) were purchased. Anti-hN antibody against intracellular domain of human epithin/PRSS14 was raised in rabbits injected with human epithin/PRSS14 peptide (Gly2-His26) and further purified by affinity to recombinant protein, 6xHis-tagged intracellular domain of human epithin/PRSS14.

### Immunocytochemistry

Cells grown on gelatin-coated slide covers were fixed with 3.7% paraformaldehyde in PBS for 10 min, permeabilized with 0.1% TritonX-100 in PBS (PBS-T) for 30 min, and incubated in blocking solution (10% goat serum, 1% gelatin, and 0.1% TritonX-100 in PBS) for 30 min. After washing with PBS-T, samples were treated with a primary antibody in blocking solution for 1 h. Cells then were washed with PBS-T and incubated with FITC-conjugated secondary antibodies (Jackson ImmunoResearch, 711-095-152, 715-095-150, 711-025-152, and 715-025-150) for 50 min. The coverslips were mounted with DAPI (VECTASHIELD, H-1500) and observed under the fluorescence microscope (Axioplan200 M, Carl Zeiss). Images were processed in Photoshop CS6 (Adobe). For quantification of nuclear dots stained by anti-N antibody, a threshold level was set as 1.5 times the mean fluorescence of pixels of which intensities are less than top 60% fluorescence intensity of each nuclear region. If the mean fluorescence of a particular pixel and the 8 pixels surrounding it in the nuclear image is greater than the threshold, the pixel was considered as an EICD-positive pixel. The sum of the fluorescence intensity of EICD-positive pixels in each cell divided by the mean fluorescence of nuclear region of the cell was calculated and represented as normalized EICD nuclear localization. This procedure was automatically performed by a custom Matlab code.

### Cell-based luciferase reporter assay

To examine the liberation of the intracellular domain of epithin/PRSS14, 427 cells were transfected with Epi (1-44)-GAL4-VP16, Epi-GAL4-VP16, or empty vector with GAL4-UAS-Luciferase and pCMV-β-galactosidase (Promega). At 24 h after transfection, these cells were starved for serum and stimulated with PMA/serum and/or ecotin. Cells were lysed, and the luciferase assay was performed according to the manufacturer’s instructions (Promega). Luciferase and β-galactosidase activities were measured using a MicroLumat Plus LB 96 V (Berthold technologies), and the luciferase activity was normalized by β-galactosidase activity.

### Biochemical detection of epithin/PRSS14 fragments

Serum starved 427 cells on a 100-mm dish were treated with 20 μM TAPI-0 (Calbiochem, 579050) for 2 h, DAPT (Sigma, 565770) for 16 h, or (Z-LL)_2_ketone (Calbiochem, 421050) for 16 h. Then, cells were further incubated with 1 μM PMA (Sigma, P1585) for additional 2 h. Whole media were harvested and concentrated using trichloroacetic acid and analyzed for Epi-S′, as described previously [21]. Ice-cold PBS washed cells were lysed with lysis buffer (50 mM HEPES (pH 7.4), 150 mM NaCl, 1% NP-40, 0.5% Sodium deoxycholate, and 1 mM EDTA in the presence of protease inhibitors, leupeptin, aprotinin, and pepstatin. The immunoprecipitation of the PRSS14 N-terminus was performed by antibodies and protein A-Sepharose bead mixtures for 2 h, at 4 °C. The immunoprecipitates were analyzed by SDS-PAGE using 4–12% NuPAGE gradient gel (Invitrogen), followed by Western blot. For the competition assay, 300 ng of N peptide _12_GSQDFGAGLKYNSR_25_ was pre-incubated with anti-N antibody.

### Subcellular fractionation assay

Cells were incubated with serum-free media for 2 h and treated 1 μM PMA for additional 2 h. Those cells were harvested in a lysis buffer for subcellular fractionation (50 mM Tris-HCl, pH 7.5, 10 mM NaCl, 1 mM MgCl_2_, 2 mM EDTA, and protease inhibitors) and passed through a 26-G needle on ice. The nuclear pellets were collected after centrifuge at 700*g* for 10 min at 4 °C. The supernatants were centrifuged at 10,000*g* for 10 min to discard contamination of nuclear fraction and re-centrifuged at 100,000*g* for additional 1 h. The supernatants were collected as cytosolic fraction. The nuclear pellets were resuspended with nuclear lysis buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and protease inhibitors), incubated for 1 h on rotator at 4 °C, and clarified by centrifugation at 17,000*g* for 20 min. Resulting cytosolic and nuclear fractions were analyzed by Western blot.

### Wound healing and invasion assays

For the wound healing assays, cell monolayers maintained in a serum-free medium were scratched using a P200 pipet tip. Cells were washed to remove cell debris and incubated in 1% serum-containing medium for 24 h. Photographs were taken at 0 and 24 h after wounding using Axiovert 200M, and the area covered by migrating cells was determined by the ratio of the scratch area at 0 h to the scratch area at 24 h using ImageJ Software. The invasion assay was performed using a BioCoat Matrigel Invasion Chamber (Corning, 354,480) according to the manufacturer’s instructions. The 3 × 10^5^ cells in the serum-free medium were added into the upper chamber. The lower chamber was filled with DMEM containing 2% serum with or without 1 μM PMA. After 24 h of incubation, the cells on the upper surface of the membrane were removed using cotton swabs. The invaded cells on the lower surface of the membrane were fixed with 100% methanol for 10 min and stained with 0.2% crystal violet for 5 min. The invaded cells were counted under Axioimager M1, and 15 fields were counted. The total number of cells was divided by the number of counted fields in each assay.

### Metastasis assay

4T1KD cells and 4T1KD/EICD:GFP cells were mixed at approximately 7:3 ratio and analyzed by flow cytometry to confirm the ratio. Approximately 5 × 10^5^ cells from the mixture in 100 μl PBS were injected into the tail vein of 5-week-old BALB/c mice (*n* = 5). Three weeks after injection, all mice were sacrificed by cervical dislocation and their lungs were removed and frozen. Each lung tumor nodules from the mice were lysed with RIPA buffer and analyzed for EICD expression using western blot.

### RNA-sequencing and data analysis

FLAG-EICD was co-transfected with pEGFP-c1 (Clontech) into SP2bKD-10 cells. 

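The EICD coding sequence, the first 55 codons of epithin/PRSS14 (gene St14), covers 165 bases, which is 5.06% of the 3259 bases of the St14 transcript. On GRCm38 these bases lie on the minus strand of chromosome 9, in exon 1 (31131546 to 31131626) and exon 2 (31108647 to 31108730) of 19 exons. The transfected construct and the St14 locus therefore share this sequence. The FPKM of St14 was 69.6 in the GFP library and 614.5 in the GFP plus EICD library, a log2 fold change of 3.14, and between 81.8 and 105.4 in the 4 libraries that were not transfected. FPKM values do not show where in the gene the fragments lie.

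**Figure D4:**
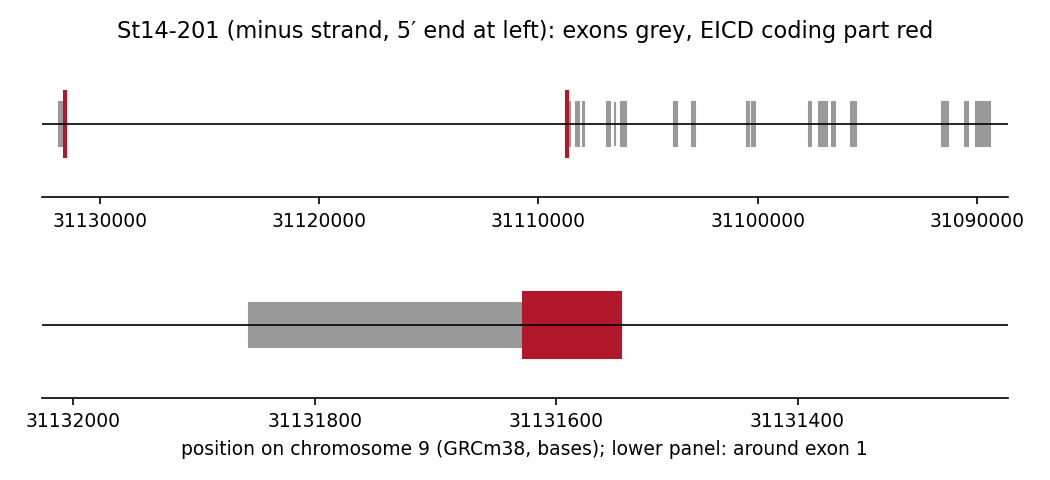
Map of the St14 transcript on chromosome 9 of GRCm38, in bases, drawn in the direction of transcription, with exons in grey and the EICD coding part in red. The upper panel shows all 19 exons and the EICD part is split between exon 1 and exon 2.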

At 24 h after transfection, GFP-positive cells were sorted using FACSAria II (BD Bioscience). The collected GFP-positive cells were immediately lysed with TRIzol (Thermo Fisher Scientific, 15596026), and RNA was extracted. The quality of extracted RNA was verified using an Agilent 2100 BioAnalyzer. RNA-seq was performed at TheragenEtex Bio Institute (Suwon, Korea) using Illumina HiSeq 2500 paired-end RNA sequencing. Reads were aligned with Tophat (v2.1.1) [50], and Fragments per kilobase of exon per million reads (FPKMs) were calculated using Cufflinks (v2.1.1) [51]. Cuffdiff (v2.1.1) [52] was used for normalization. Before generating the MA plot, 0.001 was added to the FPKM values of the EICD-transfected sample and genes with FPKM values less than 0.01 were discarded. 

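Adding 0.01 to the FPKM of the EICD library gave a log2 fold change of 4.53 for Ccl20 and 6.16 for Cxcl3, and adding 0.001 gave 4.53 and 6.15. With 0.001, 16210 loci could be compared in place of 16894, and the number of genes with a symbol that were more than 2-fold higher was 1124 in place of 1303. In Table S1 the EICD column equals the deposited FPKM plus 0.01 for 99.3% of the 405 loci, and the deposited FPKM plus 0.001 for 11.1%. The values reported from the files use 0.01.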

For ontology analysis of the EICD-induced gene set, the DAVID functional annotation tool [53, 54] and REVIGO [55] were used.

### Cytokine array

SP2bKD-10 or SP2KD/EICD cells were incubated with 0.5% serum containing DMEM for 24 h. Then, conditioned medium (CM) were concentrated 10 times by centrifugation at 4000 rpm for at 4 °C using ultrafiltration units (Amicon Ultra-15 Centrifugal Filter Unit, 3 kDa cutoff, Millipore). The concentrated CMs were analyzed to determine the expression levels of secreted cytokines by Proteome Profiler Mouse XL Cytokine Array (R&D Systems), according to the manufacturer’s instructions. The signals were detected by ImageQuant LAS 4000 Mini (GE Healthcare), and the pixel density was analyzed by imageJ software.

### Data analyses using TCGA

TCGA data were downloaded using the Broad Institute’s Firehose, a web portal site that has been developed aiming to deliver automated analyses of the TCGA data to general users. For expression correlation analysis, expression values of all patients were drawn in scatter plots with linear interpolation curves between the two genes. The correlation coefficient *r* values between two genes were calculated using the Pearson correlation, and unpaired two-tailed Student’s *t* test was performed. For the 5 years survival rate, Kaplan-Meier survival analysis was used using TCGA breast cancer data excluded data whose contacts were lost in 5 years. The *p* values were calculated using a log-rank (Mantel-Cox) test, and the hazard ratio (HR) was determined by the Mantel-Haenszel method.

## Supplementary information

**Additional file 1: Figure S1.** Surface localization of Epi-GV fusion protein. (A) Diagram of Epi-GV construct with C-terminal Strep tag (Epi-GV-strep). (B) Epi-GV-strep construct (or MOCK) was transfected to 293F cells with a trace amount of EGFP cDNA as a transfection marker, and its surface expression was analyzed by flow cytometry. Representative dot plots are shown. **Figure S2.** PMA-induced nuclear localization of epithin/PRSS14 intracellular domain. (A) 427 cells were transfected with two siRNAs against epithin/PRSS14, starved for serum, and stimulated with PMA or not. Cells were then stained with anti-N antibody (green) and DAPI (blue). Representative images are shown. Scale bars, 20 μm. (B) The computational method for determining EICD-positive pixels is illustrated. If the mean fluorescence of a particular pixel and the 8 pixels surrounding it in the nuclear image is greater than the threshold described in Methods section, the pixel was considered as an EICD-positive pixel. (C) Representative anti-N antibody-stained original image and binary image with epithin/PRSS14 positive pixels indicated in white are shown. (D) In the experiment described in A, normalized EICD nuclear localization (the sum of the fluorescence intensity of EICD-positive pixels in each cell divided by the mean fluorescence of nuclear region of the cell) was calculated and represented as bar graph. At least 57 cells from three microscopic fields were used for each condition. The error bar indicates SEM. ****p < 0.0001 (unpaired two-tailed Student’s *t* test). **Figure S3.** Localization of EICD in the nuclear fraction. (A) 427 cells transfected with specific siRNAs for epithin/PRSS14 and stimulated with PMA as in Fig. 2b. EICD in each condition was detected by immunoprecipitation and subsequent Western blot. CS, control serum. (B) 427 cells were prepared as in (A), the presence of EICD in cytosolic and nuclear fractions was determined by western blot using anti-N antibody. Arrowhead and arrow indicate NTF and EICD, respectively. GAPDH (empty arrowhead) and Histone H3 (asterisk) were used for cytosolic and nuclear marker, respectively. Media and whole cell lysate were also analyzed for epithin/PRSS14 expression using mAb5 with tubulin expression as an internal loading control. **Figure S4.** Effects of γ-secretase inhibitor and SPPL family inhibitor on intramembrane proteolysis of epithin/PRSS14. The 427 cells were treated with indicated concentration of DAPT or (Z-LL)_2_ketone for 16 h, and the spontaneous EICD generation was detected by immunoprecipitation and Western blot using anti-N antibody. Arrowhead and arrow indicate NTF and EICD, respectively. **Figure S5.** Reduced nuclear localization of EICD in SPPL2b-knockdown cell lines. (A) EICD nuclear localization in 427 wild type and SP2bKD-10 cells shown in Fig. 3g was quantified as Figure S2D. At least 73 cells from three microscopic fields were used for each cell type. The error bar indicates SEM. ****p < 0.0001 (unpaired two-tailed Student’s *t* test). (B) The localization of EICD in cytosolic and nuclear fraction of SP2bKD cells was analyzed as in S3B. Arrowhead and arrow indicate NTF and EICD, respectively. GAPDH (empty arrowhead) and Histone H3 (asterisk) were used for cytosolic and nuclear marker, respectively. **Figure S6.** Epithin/PRSS14 and EICD-dependent cell motility. (A) 427 cells were transfected with siRNAs against epithin/PRSS14, and their wound healing migration was tested as in Fig. 4a. Data are presented as the means of the recovered area (six fields per each cell type, *n* = 3). (B) 427 cells were transfected with siRNAs against epithin/PRSS14, and their invasion through Matrigel-coated pores of the transwell chamber was analyzed as in Fig. 4b. Numbers of invaded cells to the other side of the chamber for 24 h were counted, normalized against that of 427 cells, and shown as bar graphs (five fields per each cell type, *n* = 3). (C) Wound healing migration of 427, SP2bKD-10, and EICD-transfected SP2bKD-10 cells was analyzed as in (A). Data are presented as the means of the recovered area (six fields per each cell type, *n* = 3). (D) Transwell invasion of 427, SP2bKD-10, and EICD-transfected SP2bKD-10 cells was analyzed as in (B). Numbers of invaded cells to the other side of the chamber for 24 h were counted, normalized against that of 427 cells, and shown as bar graphs (five fields per each cell type, *n* = 3). Error bars indicate SEM in all panels. *p* < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (unpaired two-tailed Student’s *t* test). **Figure S7.** Western blot analysis of tumor nodules. (A) Twenty tumor nodules from each lung of five mice injected with 4 T1 and 4T1KD/EICD:GFP mixture were isolated, lysed, and analyzed by Western blot to detect GFP expression. Western blot using anti-tubulin antibodies were used as loading controls in the same blot. GFP-positive nodules are indicated with red font. (B) In case GFP expression was not evident due to the small size of the nodules and the subsequent low protein concentration in the sample, e.g., lanes 2, 15, 17 from mouse #4, the Western blot was repeated using negative (4T1KD) and positive control cells (4T1KD/EICD:GFP). **Figure S8.** Ontology analysis of the EICD-induced gene set. The gene ontology (GO) of total 233 DEGs with more than two-fold increases in EICD-transfected cells was analyzed as in methods. The top ten ranked GO terms were indicated with -log(*p* value). **Figure S9.** Cytokine array. Positions of various cytokine antibodies spotted in the array are shown. **Figure S10.** EICD in human breast cancer patients. The normal (N) and tumor (T) tissues from four ER-negative breast cancer patients were lysed and analyzed by Western blot with anti-human C-terminal (IM1014) and anti-human N antibodies. Arrowhead and arrow indicate NTF and EICD, respectively.

**Additional file 2: Table S1.** Differentially expressed genes (DEG) in the control and EICD-transfected cells. DEGs with *p* values less than 0.05 from the RNA-seq analysis are listed with gene information, FPKMs in the control and EICD-transfected cells, the binary logarithm of the ratio (M), and the geometric mean (A).

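Each entry of Table S1 is a locus with its FPKM in both libraries, the p value of the DEG analysis, the mean log2 FPKM (A) and the log2 ratio (M). An M of 1 stands for a 2-fold increase with EICD. The table holds 405 loci, of which 308 have an M above 0 and 97 below 0. There are 244 loci with an M above 1, 23 with an M below -1 and 138 in between. The p values run from 0.0001, which 25 loci have, to 0.0496. Recomputed from the files, M differed from the table by a median of 0.000516 and by at most 1.00. In either library, 367 of the 405 loci had an FPKM of 1 or more.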

## Data Availability

The RNA-seq data generated and analyzed during the current study are available in the NCBI GEO repository (http://www.ncbi.nlm.nih.gov/geo), under the accession number GSE114602. The TCGA datasets used and analyzed during the current study are available from the Broad Institute TCGA Genome Data Analysis Center (2016) web portal site. We used Level 3 normalized RNA-seq data from the Broad GDAC Firehose 2016_01_28 standard data run, 10.7908/C11G0KM9) [56].

# Supplementary material for: Intramembrane proteolysis of an extracellular serine protease, epithin/PRSS14, enables its intracellular nuclear function
**Source:** BMC Biol. 2020 Jun 3;18:60. doi: 10.1186/s12915-020-00787-3

Figure S1.

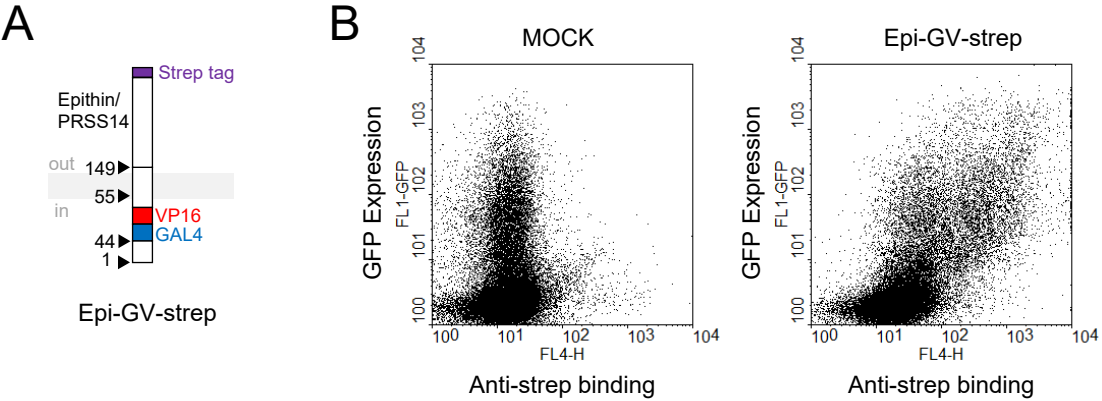

Figure S2.

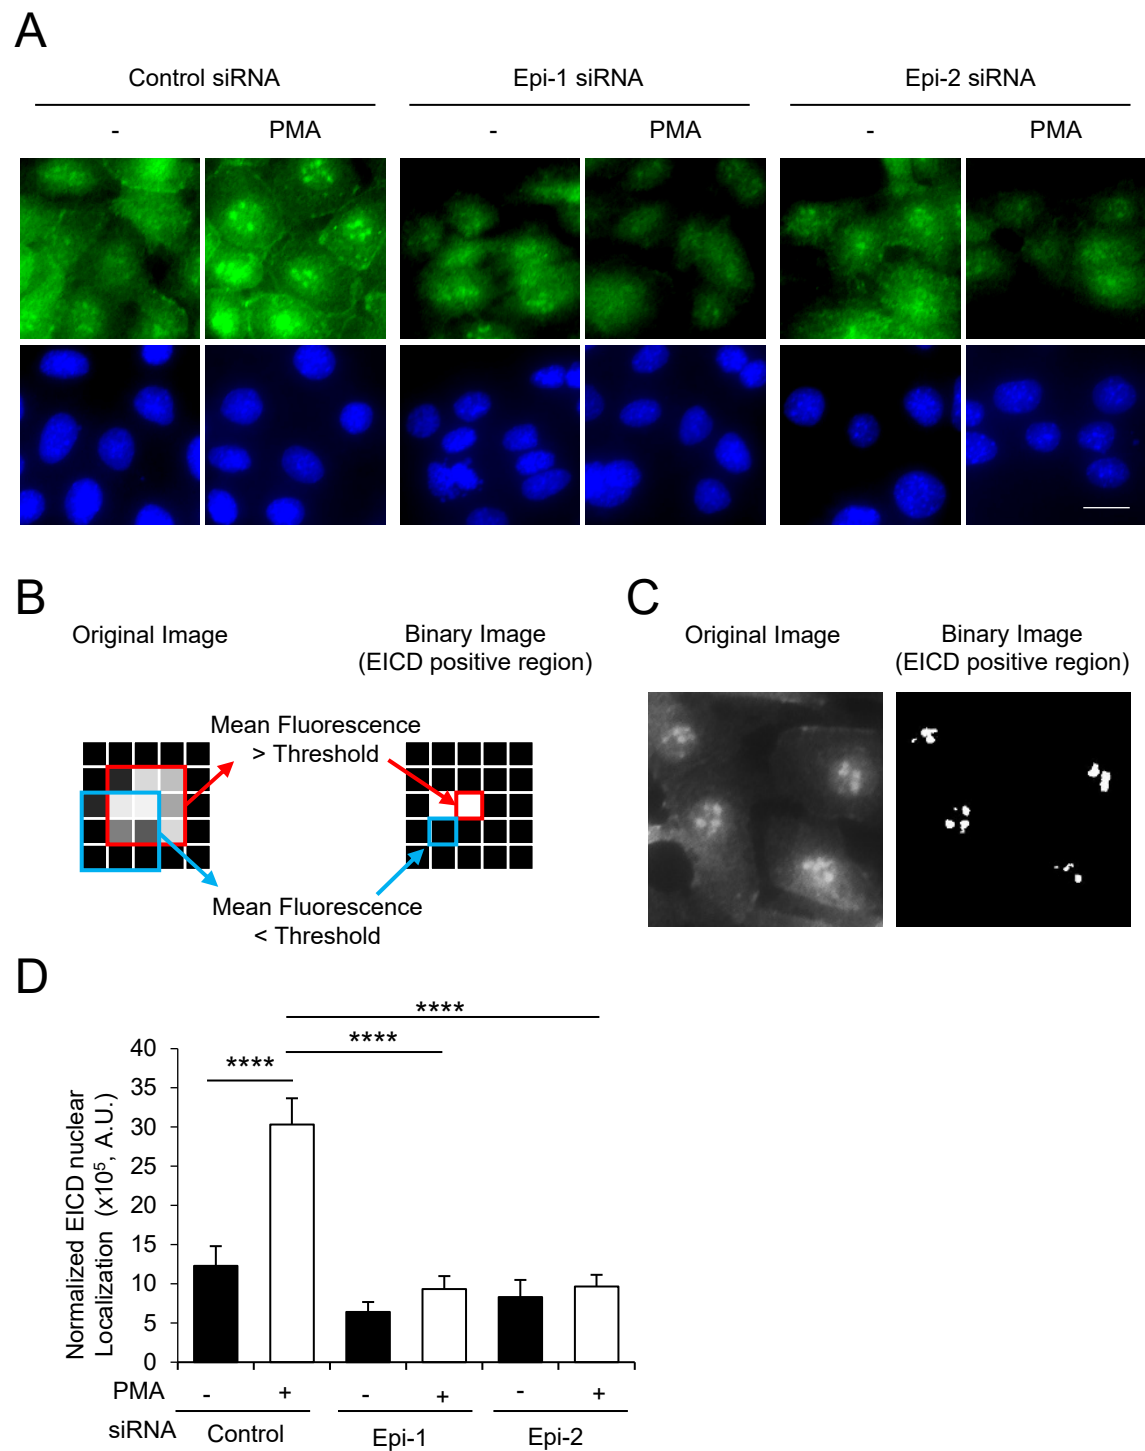

Figure S3.

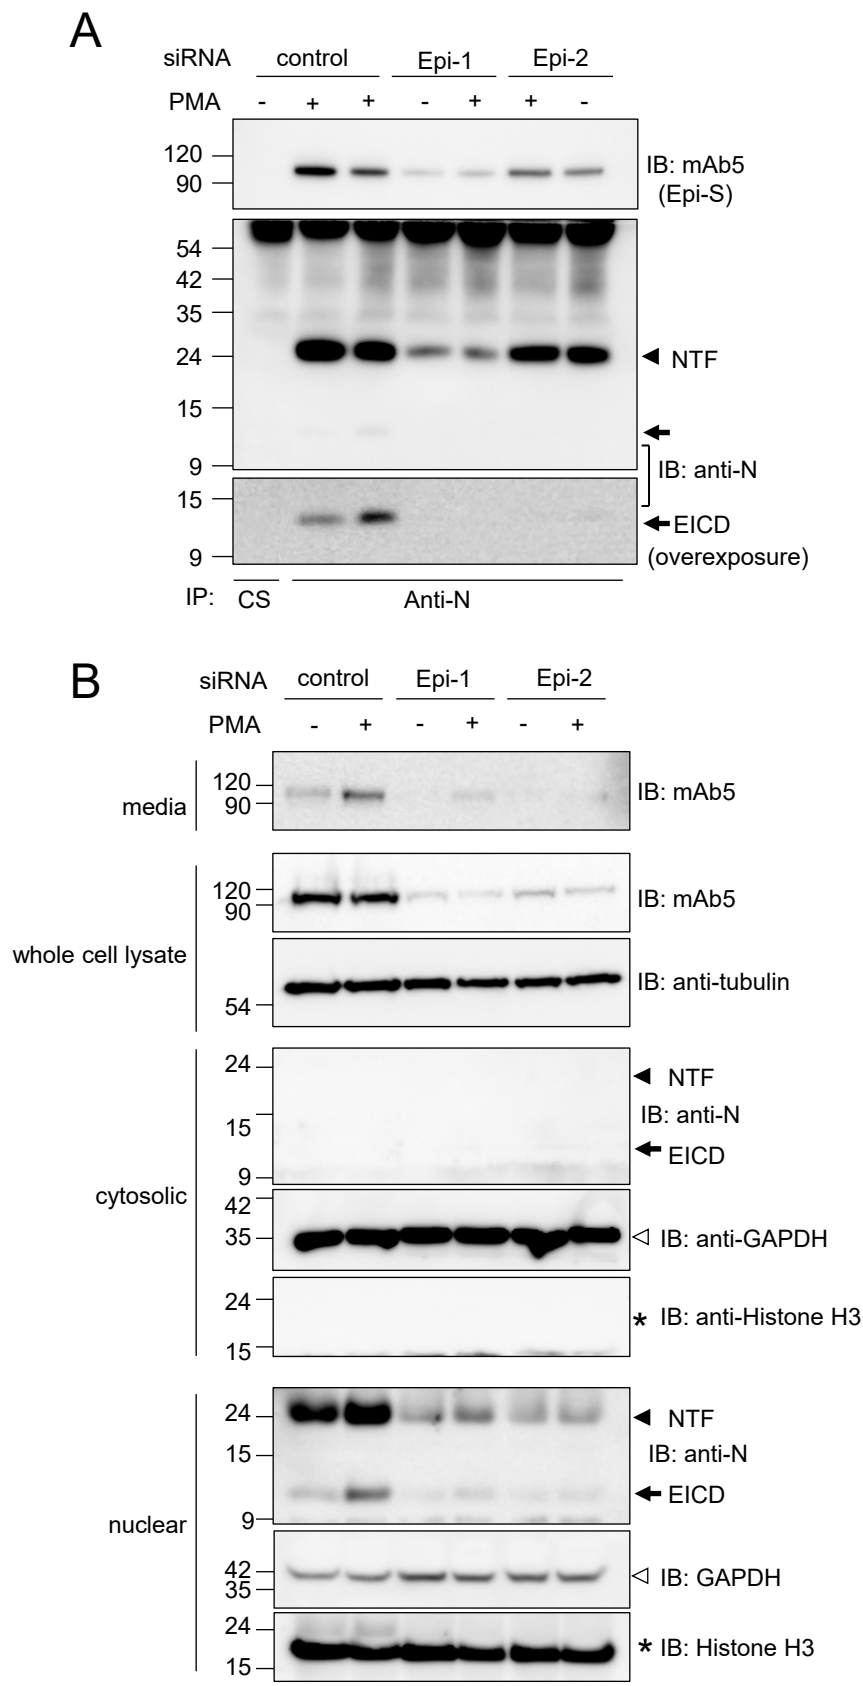

Figure S4.

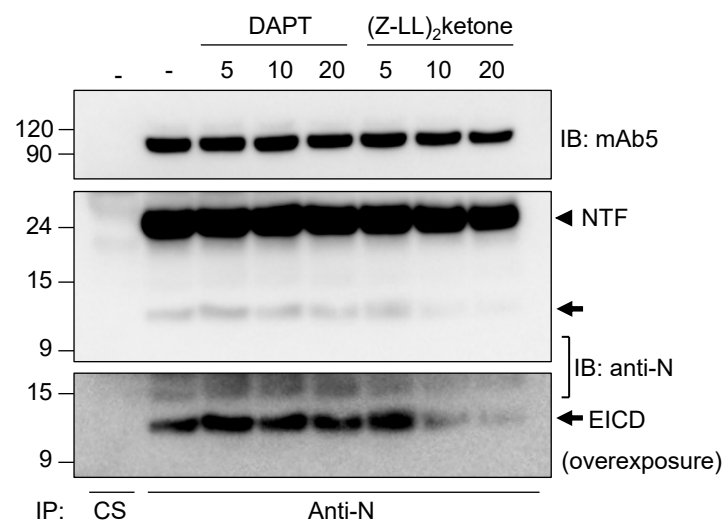

Figure S5.

A

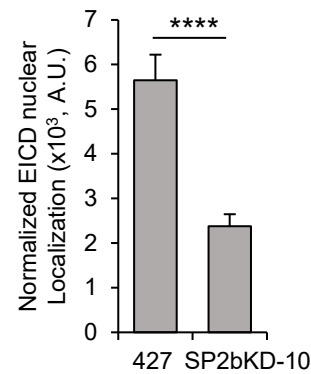

B

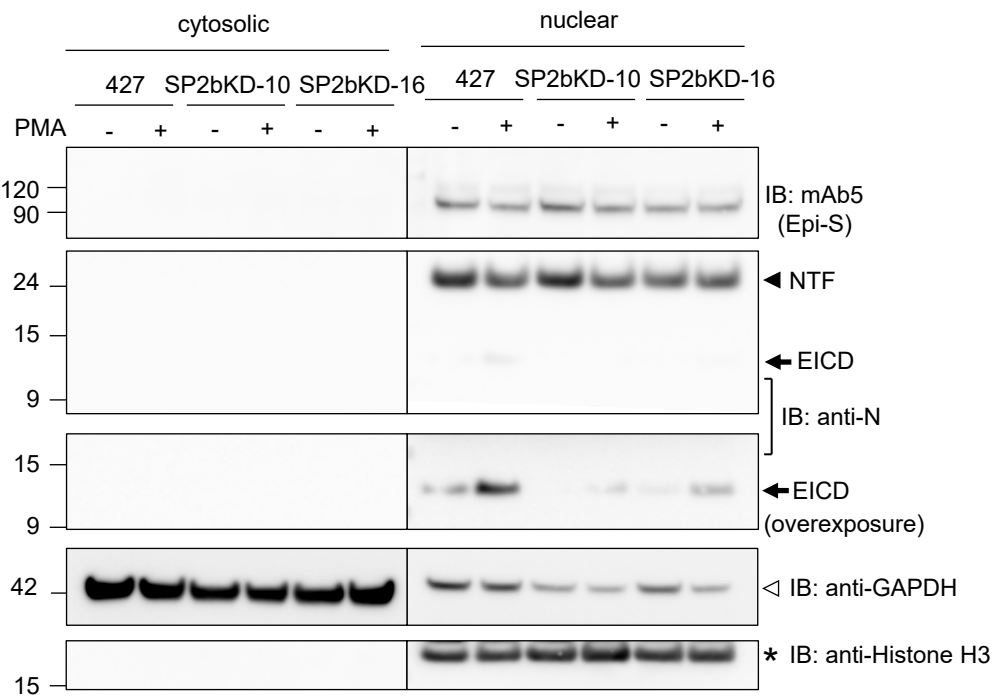

Figure S6.

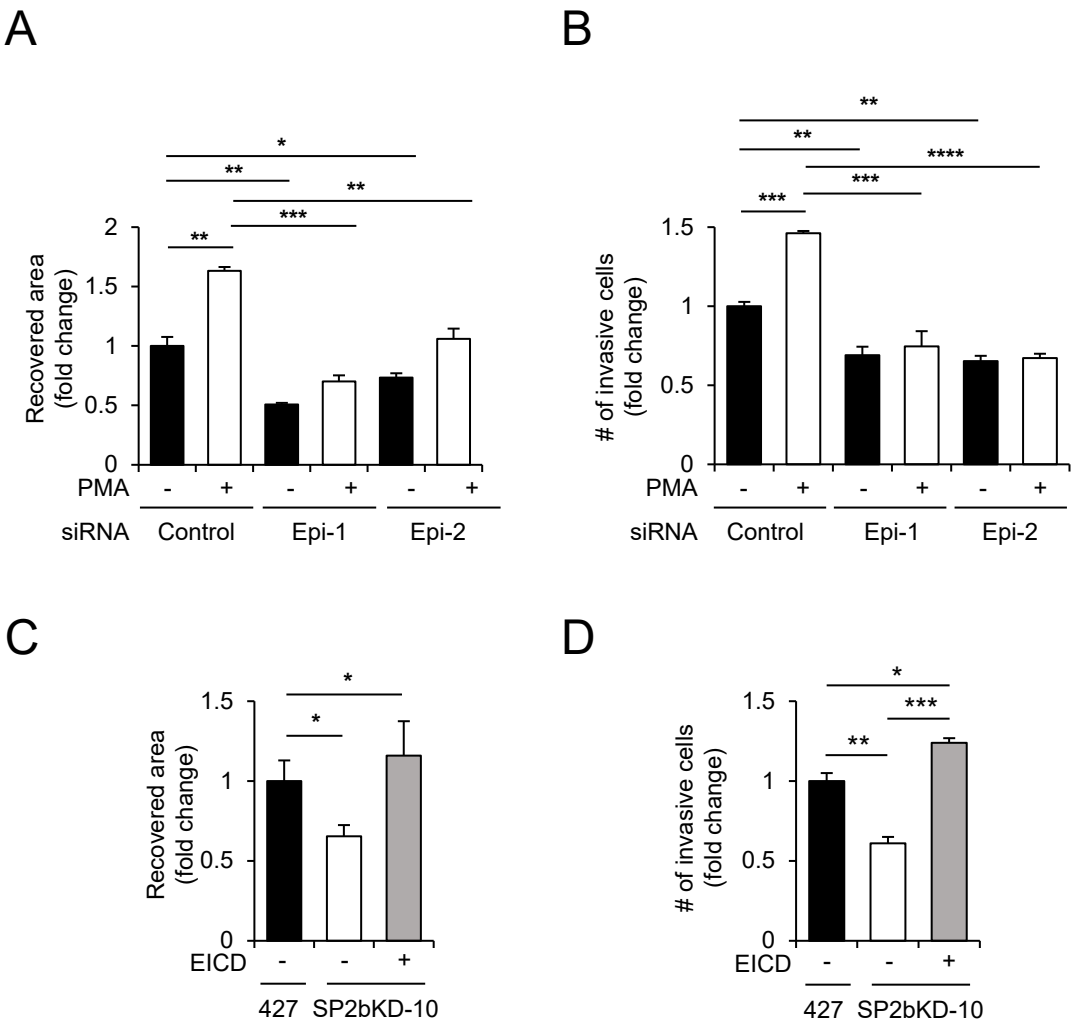

Figure S7.

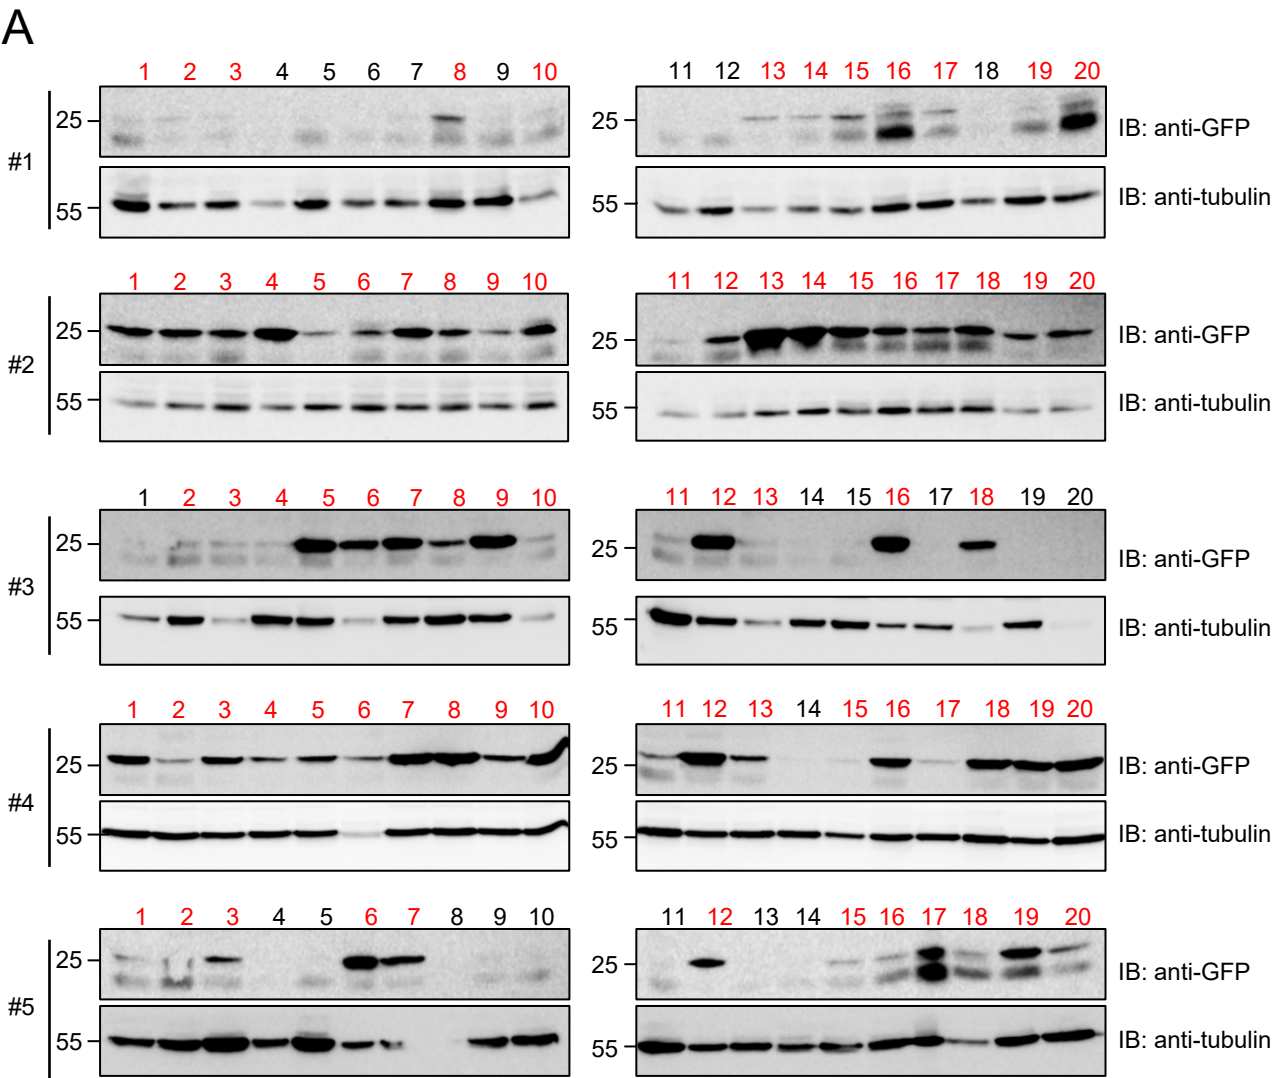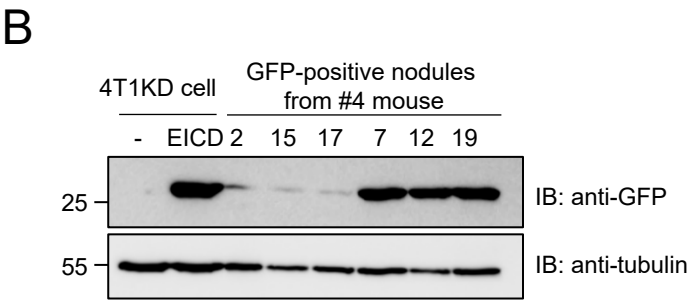

Figure S8.

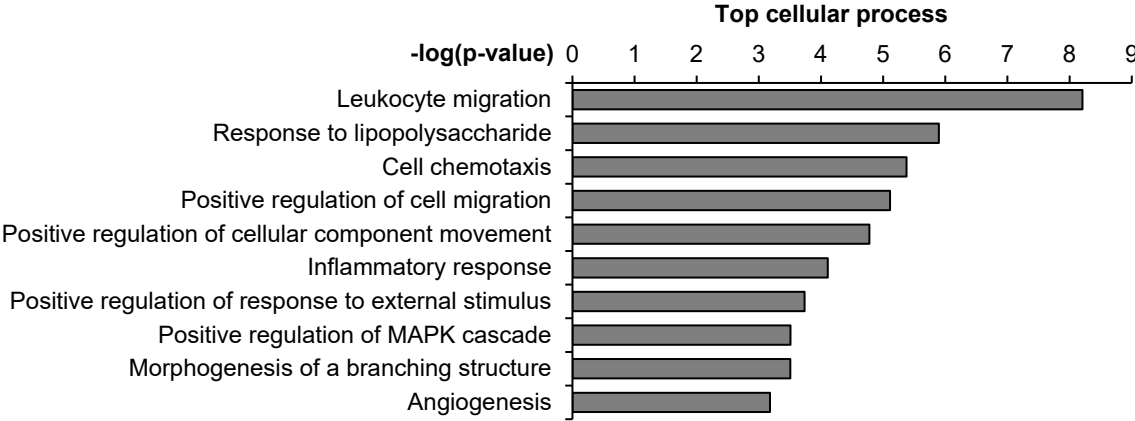

Figure S9.

|   | 1          | 2 | 3          | 4 | 5            | 6 | 7                 | 8 | 9                      | 10 | 11                 | 12 | 13                     | 14 | 15                 | 16 | 17              | 18 | 19          | 20 | 21         | 22 | 23          | 24 |
|---|------------|---|------------|---|--------------|---|-------------------|---|------------------------|----|--------------------|----|------------------------|----|--------------------|----|-----------------|----|-------------|----|------------|----|-------------|----|
| A | Reference  |   | Acrp30     |   | Amphiregulin |   | Angiopoietin1     |   | Angiopoietin2          |    | Angiopoietin-like3 |    | TNFSF13B               |    | C1qR1              |    | CCL2            |    | CCL3        |    | CCL5       |    | Reference   |    |
| B |            |   | CCL6       |   | CCL11        |   | CCL12             |   | CCL17                  |    | CCL19              |    | CCL20                  |    | CCL21              |    | CCL22           |    | CD14        |    | TNFRSF5    |    |             |    |
| C |            |   | CD160      |   | Chemerin     |   | Chitinase 3-like1 |   | Coagulation Factor III |    | C5a                |    | Complement Factor D    |    | C-Reactive Protein |    | CX3CL1          |    | CXCL1       |    | CXCL2      |    |             |    |
| D | CXCL9      |   | CXCL10     |   | CXCL11       |   | CXCL13            |   | CXCL16                 |    | Cystatin C         |    | DKK1                   |    | DPPIV              |    | EGF             |    | Endoglin    |    | Endostatin |    | Fetuin A    |    |
| E | FGF acidic |   | FGF21      |   | Flt-3 Ligand |   | Gas6              |   | CSF3                   |    | GDF15              |    | CSF2                   |    | HGF                |    | ICAM1           |    | IFN-γ       |    | IGFBP1     |    | IGFBP2      |    |
| F | IGFBP3     |   | IGFBP5     |   | IGFBP6       |   | IL-1α             |   | IL-1β                  |    | IL-1ra             |    | IL-2                   |    | IL-3               |    | IL-4            |    | IL-5        |    | IL-6       |    | IL-7        |    |
| G | IL-10      |   | IL-11      |   | IL-12 p40    |   | IL-13             |   | IL-15                  |    | IL-17A             |    | IL-22                  |    | IL-23              |    | IL-27 p28       |    | IL-28A/B    |    | IL-33      |    | LDLR        |    |
| H | Leptin     |   | LIF        |   | Lipocalin2   |   | LIX               |   | CSF1                   |    | MMP2               |    | MMP3                   |    | MMP9               |    | Myeloperoxidase |    | Osteopontin |    | TNFRSR11B  |    | PD-ECGF     |    |
| I | PDGF-BB    |   | Pentraxin2 |   | Pentraxin3   |   | Periostin         |   | Pref-1                 |    | Proliferin         |    | Proprotein Convertase9 |    | RAGE               |    | RBP4            |    | Reg3G       |    | Resistin   |    |             |    |
| J | Reference  |   | E-Selectin |   | P-Selectin   |   | Serpin E1         |   | Serpin F1              |    | Thrombopoietin     |    | TIM-1                  |    | TNFα               |    | VCAM-1          |    | VEGF-A      |    | WISP1      |    | Neg Control |    |

Figure S10.

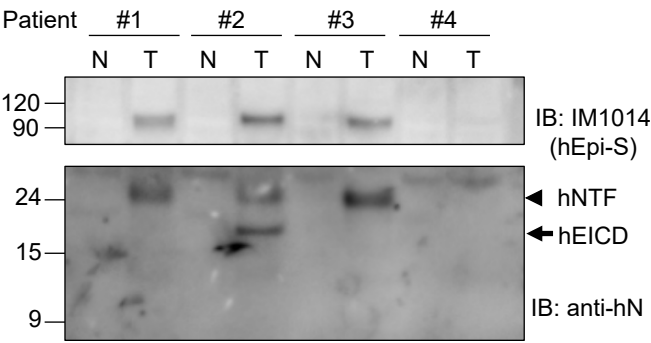

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Surface localization of Epi-GV fusion protein. (A) Diagram of Epi-GV construct with C-terminal Strep tag (Epi-GV-strep). (B) Epi-GV-strep construct (or MOCK) was transfected to 293F cells with a trace amount of EGFP cDNA as a transfection marker, and its surface expression was analyzed by flow cytometry. Representative dot plots are shown. Figure S2. PMA-induced nuclear localization of epithin/PRSS14 intracellular domain. (A) 427 cells were transfected with two siRNAs against epithin/PRSS14, starved for serum, and stimulated with PMA or not. Cells were then stained with anti-N antibody (green) and DAPI (blue). Representative images are shown. Scale bars, 20 μm. (B) The computational method for determining EICD-positive pixels is illustrated. If the mean fluorescence of a particular pixel and the 8 pixels surrounding it in the nuclear image is greater than the threshold described in Methods section, the pixel was considered as an EICD-positive pixel. (C) Representative anti-N antibody-stained original image and binary image with epithin/PRSS14 positive pixels indicated in white are shown. (D) In the experiment described in A, normalized EICD nuclear localization (the sum of the fluorescence intensity of EICD-positive pixels in each cell divided by the mean fluorescence of nuclear region of the cell) was calculated and represented as bar graph. At least 57 cells from three microscopic fields were used for each condition. The error bar indicates SEM. ****p < 0.0001 (unpaired two-tailed Student’s t test). Figure S3. Localization of EICD in the nuclear fraction. (A) 427 cells transfected with specific siRNAs for epithin/PRSS14 and stimulated with PMA as in Fig. 2b. EICD in each condition was detected by immunoprecipitation and subsequent Western blot. CS, control serum. (B) 427 cells were prepared as in (A), the presence of EICD in cytosolic and nuclear fractions was determined by western blot using anti-N antibody. Arrowhead and arrow indic

How the deposited data were processed for this re-analysis (not part of the article)

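RNA from a mouse thymoma cell line (427) and from its derivative with a knockdown of SPPL2b (SP2bKD) was sequenced in 6 libraries, 1 per condition. They were 427 cells with DMSO and with PMA, SP2bKD cells with DMSO and with PMA, and SP2bKD-10 cells transfected with GFP and with GFP plus EICD and sorted for GFP. PMA was given at 1 µM for 2 h after 2 h without serum, and sorting took place 24 h after transfection. Conditions were taken from the sample labels and the paper. For the 4 knockdown libraries the labels give an siRNA against SPPL2b, while the paper describes a stable shRNA.

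The authors aligned the paired-end reads with Tophat, computed FPKM with Cufflinks and Cuffdiff, and deposited 1 FPKM value per locus and library. Their gene models hold 12836 annotated genes with newly assembled isoforms, 8948 annotated genes and 3217 newly assembled loci, on GRCm38. FPKM depends on the number of fragments in the library and on the assembled gene models, so that a locus with an unusual model, a very short locus or a locus that overlaps a neighbouring gene can take a value that is not its own.

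From the deposited FPKM, log2 fold changes were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. For EICD, 0.01 was added to the GFP plus EICD library only, for loci with at least 0.01 FPKM in the GFP library. For PMA and for Sppl2b, 0.01 was added to both libraries, and PMA counts used loci with an FPKM of 1 or more in at least 1 of the libraries. No p-value across genes was computed, because each condition has 1 library. A gene list was described by the percentile of its median among 10000 random lists of the same size, drawn from 20 bins of mean expression, over loci with an FPKM of 0.1 or more in at least 1 library. Correlations of EICD and PMA effects were computed across loci with an FPKM of 1 or more in each library, and genes are not independent replicates. The alternatives were 0.001 added to the EICD library only, 0.1 or 1 added to both libraries, a minimum FPKM of 1, scaling to the same upper quartile, scaling each library to a sum of 1000000, loci with and without a symbol, and for the PMA results minima of 0.01 or 10. They were set before the data were examined. The FPKM sum was 6.24 times 1000000 in the GFP library and 7.08 times in the GFP plus EICD library, so this scaling also lowers every FPKM while the amount added stays the same. An alternative chosen after seeing the data therefore scaled only the GFP plus EICD library, to the FPKM sum of the GFP library.

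The genes to be named were fixed by a rule set at the same time. It takes every gene the paper names for the RNA-seq or the array, Ccl3, Cxcl3, Csf1, St14, Adam17 and the Sppl family, the 5 largest increases and the 5 largest decreases with EICD, and the 5 largest increases with PMA in 427 cells, at an FPKM of 1 or more in at least 1 of the libraries compared. Lsm7 is outside this rule and was added after the Sppl2b values had been seen, because it overlaps Sppl2b. Some single-gene results under the rule are not reported here and are left out of the plots.

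The depth was estimated in steps. The densest ratio of FPKM between libraries among genes of very low FPKM gave the relative depths, and genes with a single transcript of over 2500 bases gave the absolute scale. The estimates were about 27400000, 28300000, 27200000, 30000000, 26100000 and 28700000 fragments for the libraries in the order above, and about 29000000, 29800000, 26000000, 30600000, 26100000 and 26200000 from the absolute scale of each library alone. Fragments per gene were taken from the longest annotated transcript and are upper estimates. On simulated data the method returned 100.02% of the depth. The simulation formed FPKM from fragments, length and depth by the relation that the estimate inverts. It left out the scaling by Cuffdiff and the assembled isoforms, so it does not measure the accuracy in these libraries. In the same simulation 200 genes were changed 4-fold, and 100% of the raised and 100% of the lowered genes were recovered. Of 40 random gene lists, 1 fell outside the middle 95%.

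The p values of the paper were not recomputed, since they need counts. The GO analysis was not repeated. The array, reporter, migration and patient data were not analysed here.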

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

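Most tests in this part were chosen only after the result was seen. The exceptions are the comparison of the array genes with other PMA-raised genes and the look at very short transcripts.

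The paper does not report on the DMSO and PMA libraries. PMA raised 416 genes with a symbol more than 2-fold in 427 cells and 373 in SP2bKD cells, and lowered 497 and 605. Adding 1 to both libraries reversed this balance, with 305 raised and 189 lowered in 427 cells and 292 and 275 in SP2bKD cells. Across 10086 loci the PMA log2 fold changes of both lines had a Pearson r of 0.76 and a Spearman rho of 0.75, across genes that are not independent replicates. The 9 genes marked in Fig. 5c had a median PMA log2 fold change of 4.08 in 427 cells and 4.12 in SP2bKD cells, above all of 10000 matched random lists in both lines, and 8 of the 9 rose more than 2-fold in both. The exception is Fgf21, which fell in both (-1.07 and -1.83). In 427 cells the 5 largest increases were in Gm11027 (11.80), Ccl20 (11.54), Esp24 (11.41), Cxcl2 (8.39) and the locus TR22_MOUSE (7.69). Ccl20 went from an FPKM of 0 to 29.8 in 427 cells and from 0.0662 to 17.0 in SP2bKD cells.

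The PMA log2 fold change of 7 of these 9 genes was higher in 427 cells than in SP2bKD cells, with a median difference of 0.49 on the log2 scale (middle 95% of matched lists -0.16 to 0.21). FPKM values near 0 do not account for it, since the median difference was 0.52 with 1 added to both libraries and again outside the middle 95%. Among lists of genes that PMA raised (458 loci with a mean PMA log2 fold change above 1), the median difference of the 8 array genes that belong to them, 0.44, had a percentile of 96.2, inside the middle 95%. These lists were drawn from the 458 loci without the 8 array genes and were not matched on expression. Over the loci without these 8 the median difference was -0.044, so PMA-raised genes as a set did not rise less in SP2bKD cells. Fgf21, which PMA lowered, is not among the 8. Since the 8 genes lie inside the middle 95%, their difference cannot be told apart from the spread between the lines among PMA-raised genes.

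Gm11027 was moved in opposite directions by PMA. Its PMA log2 fold change was 11.80 in 427 cells (0 to 35.7 FPKM) and -12.46 in SP2bKD cells (56.3 to 0 FPKM), with 1 library each, and the difference was not tested. Its longest transcript has 198 bases. Of loci with an FPKM of 10 or more and a longest transcript of 200 bases or less, 100% changed more than 8-fold with PMA in 427 cells, but that is 1 locus, Gm11027 itself, against 0.247% of 6871 loci of over 1000 bases. In SP2bKD cells 1 of 2 such short loci changed, and between the GFP and GFP plus EICD libraries 0 of 1. These loci are too few to test an instability of very short transcripts, and the change cannot be told apart from it.

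A list of 48 genes of the amino-acid and endoplasmic-reticulum stress response, written after Table S1 had been seen, was higher with EICD. The paper does not discuss this group. Over the 46 members measured the median log2 fold change was 1.28 (percentile 100 of matched lists), 45 were higher, or 44 when FPKM was scaled to a sum of 1000000, and 30 were more than 2-fold higher. Of the 46, 29 are in Table S1. Fgf21, which is also among the 9 array genes, is a member. After a correction for GC content and transcript length, which lay between -0.32 and 0.16 on the log2 scale for the middle 95% of loci, the percentile was 100, with a median of 1.24. Among genes with an FPKM of 10 or more in both libraries it was 100, with a median of 1.06. For the 17 members outside Table S1 it was 100, with a median of 0.66. With upper quartile scaling the median was 1.26, and with FPKM scaled to a sum of 1000000 it was 1.10, with 24 members more than 2-fold higher. A common factor moves the list and its matched lists alike, so the percentile does not test scaling, and a part of the rise cannot be told apart from a difference in scaling. The mitochondrial aminoacyl-tRNA synthetase genes had a median of 0.14 (percentile 63.6) and the cytosolic ones 0.48 (percentile 100), so synthetase genes did not rise in general. Under PMA in 427 cells, the treatment that induces shedding, the list had a percentile of 59.8 and a median of -0.053. In the GFP library against SP2bKD cells with DMSO the list was higher by a median of 0.072 (percentile 98.7). A difference between the 2 transfections would need replicate transfections to be separated from an effect of EICD, and the rise cannot be told apart from it. That EICD raises a stress response may be put forward only as a hypothesis.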

How the results depend on the processing

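Of 109 comparisons of the counts, list medians, ratios, correlations and the log2 fold changes of Ccl20, Cxcl2 and Cxcl3 with their alternatives, 93 kept their direction and their side of the threshold, or their size within the allowed range, and 0 reversed. The log2 fold changes of Ccl20, Cxcl2 and Cxcl3, the medians of the chemokine ligand, array-increased and metalloproteinase genes, the correlations of EICD with PMA and the PMA difference of the 9 array genes did so under each alternative run for them. The tally overstates how far the results were tested. A count of genes has no sign and could not reverse. The FPKM minimum leaves a log2 fold change as it is, so those of Ccl20, Cxcl2 and Cxcl3 could not change under it. Scaling moves a list and its matched lists nearly alike, so percentiles hardly move, nor do correlations. The balance of genes raised and lowered by PMA, which reversed under an alternative, is not among the 109. For a correlation the allowed change was 0.1, about the size of the Pearson r itself, so keeping within it says little. At an FPKM of 10 or more in each library, r went from -0.11 to -0.056 in 427 cells and from -0.13 to -0.11 in SP2bKD cells. The alternative chosen after seeing the data, described with the counts of genes, is not among the 109. It was run for the EICD counts of genes, the list medians, with that of the other array genes, and Ccl20, Cxcl2 and Cxcl3. These 11 comparisons kept their direction and their side of the threshold, or their size within the allowed range. It was not run for the correlations or for the PMA difference.

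The counts of genes past a 2-fold change moved most. The number of genes raised by EICD, 1303, was 594 with 0.1 added to both libraries, 174 with 1 added to both libraries, 382 with an FPKM of 1 or more in at least 1 library and 2045 with FPKM scaled to a sum of 1000000. The number of lowered genes, 751, was 459 with 0.001 added to the EICD library only, 212 with 0.1 and 19 with 1 added to both libraries, 54 with the FPKM minimum and 223 scaled to a sum of 1000000. The rise to 2045 and the fall to 223 come from the 0.01 added, which weighs more once every FPKM has been lowered to reach that sum. In an alternative chosen after seeing the data, only the GFP plus EICD library was scaled, to the FPKM sum of the GFP library, and 1005 genes were raised and 864 lowered. With 1 added to both libraries, 147 Table S1 loci were raised more than 2-fold in place of 244, and 144 in place of 233 with a symbol. Without a minimum beyond 0.01 in both libraries, PMA raised 748 genes in 427 cells and 730 in SP2bKD cells, and lowered 1123 and 1290. The PMA counts were 305 raised and 189 lowered in 427 cells, and 292 and 275 in SP2bKD cells, with 1 added to both libraries. Scaled to a sum of 1000000 they were 284 and 867 in 427 cells, and 387 and 517 in SP2bKD cells. Of the 1797 loci raised by EICD, with or without a symbol, 518 had a mean FPKM from 0.01 to 0.1 and 932 from 0.1 to 1, where the depth limits what can be told.

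The median of the other array genes, 0.59, was 0.13 with 1 added to both libraries and fell inside the middle 95% of matched lists. At an FPKM of 1 or more in at least 1 library it was 0.60 over 18 genes, outside the middle 95%. The cause of the fall was not tested. The log2 ratio of Sppl2b in SP2bKD against 427 cells was 0.44 with DMSO and 0.45 with PMA, and 1.40 and 1.68 when scaled to a sum of 1000000, past a 2-fold difference. The shift comes from the FPKM sums, which are larger in 427 than in SP2bKD cells by a log2 ratio of 0.97 with DMSO and 1.25 with PMA. In the 6 libraries the 10 largest loci hold from 85.6% to 94.2% of that sum.

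Scaling to a sum of 1000000 also reversed small changes, giving -0.076 for Adam17, -0.15 for Polr2a, -0.023 for Sppl2a and -0.16 for the larger Sppl3 locus, which was -0.0055 with upper quartile scaling. The log2 ratio of the FPKM sums of the GFP plus EICD and GFP libraries is 0.18, and these 4 changes moved down by that amount. With the alternative chosen after seeing the data they were -0.078, -0.15, -0.025 and -0.16, and Angpt1 also reversed, to -0.0010. Ikzf1 went from -0.80 to 1.84, but it is listed at 0 in the GFP plus EICD library, so both values come from the 0.01 added there, and it was -0.80 again with the alternative chosen after seeing the data. Among the single genes, 8 other comparisons became weaker. Of these, 3 were with FPKM scaled to a sum of 1000000, in Ccl2, Il1a and Il23a, and these 3 also became weaker with the alternative chosen after seeing the data, at 0.95, 0.93 and 0.87. The other 5 were with 1 added to both libraries, in Ccl2, Ccl5, Csf2, Hist1h2af and Il23a, which shrinks the changes of genes with low FPKM. For EICD no paired analysis was possible, because the GFP and the GFP plus EICD condition have 1 library each. The DMSO and PMA libraries could have been paired by cell line, but no such paired analysis was run.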

Differences from the paper's values

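The paper's relative SPPL2b mRNA in the SP2bKD-10 clone, from qPCR, is about 0.28 in Fig. 3d, read by eye. In the files the FPKM of Sppl2b in SP2bKD cells with DMSO was 1.35 times that in 427 cells with DMSO. The ratio was 1.35 with 0.1 added to both libraries, 1.32 with 1 added, 1.32 with upper quartile scaling and 2.63 scaled to a sum of 1000000. None of the alternatives set before the data were examined closed the gap. The sample labels do not name the clone of the DMSO library.

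The paper names CCL3 among the chemokine ligands that increased, and Fig. 5a labels a point Ccl3. Ccl3 is listed at an FPKM of 0 in both the GFP and the GFP plus EICD library. Cxcl3, which has the largest increase in Table S1, had a log2 fold change of 6.16.

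The paper gives CCL20 as the example with the strongest increase in the RNA-seq and the protein array together. Among the genes of the array-increased proteins, Ccl20 had the largest log2 fold change, 4.53. In the RNA-seq alone it ranked at 4 among genes with a symbol and an FPKM of 1 or more in either library, after Uchl1 (6.91), a Zfp120 locus (6.76) and Cxcl3 (6.16). Of these 3, Cxcl3 is in Table S1.

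The methods state another value added to the EICD library than Table S1 shows. The deposited FPKM plus 0.01 matches 99.3% of that table's EICD column.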

Other observations

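Of the tests in this part, the split of the libraries by line was chosen before its result was seen, and the others only after.

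Sppl2b was not lower in the SP2bKD libraries (13.4 against 9.90 FPKM with DMSO, 9.37 against 6.86 with PMA). The authors' Sppl2b locus starts at 80853006, before the annotated start of 80855275, and shares 2204 bases with Lsm7 on the other strand, so fragments of Lsm7 were a candidate source. Over the 6 libraries the Pearson r was -0.88 (exact permutation test, two-sided, p = 0.0208) and the Spearman rho -0.83 (exact permutation test, two-sided, p = 0.0583), and r was -0.64 without the 2 libraries farthest from the median of Lsm7. This was the 1 relation computed, so adjustment leaves its p unchanged, and 3.76% of 3776 loci of similar FPKM had a lower r with Lsm7. Fragments of Lsm7 added to Sppl2b would give a positive r, and fragments credited to Sppl2b in place of Lsm7 a negative one. Since the overlap allows either sign, r cannot decide whether it affects the Sppl2b values, and this stays open. The permutation test also treats the 6 libraries as exchangeable, although they differ in line, PMA and transfection. PMA log2 fold changes in 427 and SP2bKD cells were -0.53 and -0.52 for Sppl2b and 0.095 and 0.86 for Lsm7. The treatment can therefore contribute to the negative r. A swap of single libraries between the lines was tested by counting genes whose FPKM is more than 4-fold apart between a pair of libraries and the other 4. The libraries of the 427 cells differed from the others in 75 genes, and 1 of the 15 splits, the labelled one, reached that count, with 59 for the next. An exchange of the line identities of both whole groups gives the same split, so the Sppl2b values cannot be told apart from such an exchange. The sample labels give an siRNA for these libraries and the paper a stable shRNA, and which of them the values belong to was not tested. No biological explanation was tested.

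A locus named for Zfp120 on chromosome 13 (61804255 to 62057075) was newly assembled by the authors, without an annotated gene model. Its FPKM was 943.6 in the GFP plus EICD library and between 8.63 and 14.9 in the other 5. At an FPKM of 10 or more, 8.16% of 98 newly assembled loci differed more than 8-fold between the GFP and GFP plus EICD libraries, against 0.411% of 974 annotated genes, and 18.2% of 110 against 1.32% of 987 between 427 and SP2bKD cells with DMSO. With PMA against DMSO the shares were lower, 2.88% of 104 against 1.22% of 987 in 427 cells and 6.73% of 104 against 0.812% of 985 in SP2bKD cells. An unstable gene model is therefore a candidate explanation for this locus, and an effect of EICD on it cannot be told apart from that.

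St14 had a log2 fold change of 3.14 with EICD. Since the construct carries 5.06% of the St14 transcript, its fragments may make up the increase, and FPKM cannot separate them from a rise of the endogenous gene.

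The 9 genes marked in Fig. 5c were higher in the transfected GFP library than in SP2bKD cells with DMSO, by a median of 2.44 on the log2 scale (percentile 100 of matched lists), with 6 of the 9 more than 2-fold higher. Cxcl1 was at 9.65 FPKM in SP2bKD cells with DMSO and at 175.1 in the GFP library. These libraries differ in serum, transfection and sorting, which cannot be told apart here.

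Across genes, which are not independent replicates, the EICD and PMA log2 fold changes had a Pearson r of -0.11 over 10057 loci in 427 cells (Spearman rho -0.22) and of -0.13 over 10115 loci in SP2bKD cells (rho -0.23). Of the 244 Table S1 loci raised by EICD, PMA raised 45 more than 2-fold in 427 cells and 41 in SP2bKD cells, with median log2 fold changes of -0.24 and -0.34.

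A list of 23 sterol synthesis genes, written after Table S1 had been seen, was lower with EICD for all 23 members on the scale reported, with a median log2 fold change of -0.61 (percentile 0 of matched lists). When FPKM was scaled to a sum of 1000000 the median was -0.79, with 1 of the 23 higher. With only the GFP plus EICD library scaled, to the FPKM sum of the GFP library, an alternative chosen after seeing the data, it was -0.79 with 0 of the 23 higher. The list was also lower with PMA in 427 cells (-0.73) and SP2bKD cells (-0.50), and in the GFP library against SP2bKD cells with DMSO (-0.68).

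The paper names IKZF1, POLR2A, CEBPB, MAX and SP1 from a promoter analysis. Ikzf1 was at an FPKM of 0.0174 in the GFP library and listed at 0 in the other 5. Polr2a, Max and Sp1 had EICD log2 fold changes of 0.035, -0.044 and -0.013, and Cebpb rose from 9.13 to 17.4 FPKM (0.93). When FPKM was scaled to a sum of 1000000, Polr2a was lower (-0.15). Adam17 changed by 0.10, or by -0.076 scaled to a sum of 1000000.

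Of the 10991 loci with an FPKM of 1 or more in at least 1 of the 2 libraries, 367 are among the 405 loci of Table S1.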
